# NFAT5 Controls the Integrity of Epidermis 

**DOI:** 10.3389/fimmu.2021.780727

**Published:** 2021-12-09

**Authors:** Khalid Muhammad, Delicia Xavier, Stefan Klein-Hessling, Muhammad Azeem, Tabea Rauschenberger, Krisna Murti, Andris Avots, Matthias Goebeler, Matthias Klein, Tobias Bopp, Malte Sielaff, Stefan Tenzer, Sigrid Möckel, José Aramburu, Cristina López-Rodríguez, Andreas Kerstan, Edgar Serfling

**Keywords:** epidermis, keratinocytes, kallikrein 7, matrix proteases, Mmp3, NFAT5, skin

## Abstract

The skin protects the human body against dehydration and harmful challenges. Keratinocytes (KCs) are the most abundant epidermal cells, and it is anticipated that KC-mediated transport of Na^+^ ions creates a physiological barrier of high osmolality against the external environment. Here, we studied the role of NFAT5, a transcription factor whose activity is controlled by osmotic stress in KCs. Cultured KCs from adult mice were found to secrete more than 300 proteins, and upon NFAT5 ablation, the secretion of several matrix proteinases, including metalloproteinase-3 (Mmp3) and kallikrein-related peptidase 7 (Klk7), was markedly enhanced. An increase in Mmp3 and Klk7 RNA levels was also detected in transcriptomes of *Nfat5^-/-^* KCs, along with increases of numerous members of the ‘Epidermal Differentiation Complex’ (EDC), such as small proline-rich (Sprr) and S100 proteins. NFAT5 and Mmp3 as well as NFAT5 and Klk7 are co-expressed in the basal KCs of fetal and adult epidermis but not in basal KCs of newborn (NB) mice. The poor NFAT5 expression in NB KCs is correlated with a strong increase in Mmp3 and Klk7 expression in KCs of NB mice. These data suggests that, along with the fragile epidermis of adult *Nfat5^-/-^* mice, NFAT5 keeps in check the expression of matrix proteases in epidermis. The NFAT5-mediated control of matrix proteases in epidermis contributes to the manifold changes in skin development in embryos before and during birth, and to the integrity of epidermis in adults.

## Introduction

The skin represents a physical barrier that shields the body against harmful environmental challenges and protects against dehydration (1). Large amounts of Na^+^ ions are stored in the skin, and it has been anticipated that an active transport of Na^+^ by KCs creates a physiological barrier within or below the epidermis with high osmolality (2–4). One factor that could orchestrate the storage of salt ions in the skin is the osmo-sensitive transcription factor NFAT5. However, so far there are no detailed studies on the function of NFAT5 in the skin.

To a large part, the skin barrier formation and function are conferred by the corneocytes in the *stratum corneum*, the outermost epidermal layer. In healthy adult epidermis, corneocytes are terminally differentiated KCs that assemble an insoluble complex of lipids and numerous adhesion proteins which are organized in corneodesmosomes (5, 6). Extracellular matrix proteases, such as metalloproteases and kallikreins, are secreted by KCs, cleave corneodesmosomes and, thereby, release corneocytes as skin scales (7, 8).

The differentiation of basal epidermal KCs to corneocytes is a fine-tuned process that lasts approximately 3-4 weeks in human and one week in murine skin. Only KCs of the *stratum basale* (the basal KCs) proliferate and, when detached, differentiate into cells of the *stratum spinosum*, followed by development to the *stratum granulosum*, and finally to the corneocytes of the *stratum corneum*. This well-coordinated Ca^++^-dependent differentiation process is controlled by the activity of numerous genes that are specifically expressed in various epidermal layers.

Genes that are expressed predominantly or exclusively in the basal layer are several keratin, laminin and integrin genes. The K5/14 keratin heterodimers encoded by the keratin *Krt5* and *Krt14* genes constitute almost 50% of the protein content of basal KCs. Rising Ca^++^ levels in the upper epidermal layers promote differentiation. The synthesis of K5/14 keratins ceases and shifts to the expression of K1/10 keratin heterodimers (9–11). The laminin subunits gamma-2 (LAMC2) and beta-3 (LAMB3) as well as the α3β1 and α6β4 integrin heterodimers support basal KCs to assemble and to adhere to the basement membrane. Their synthesis is inhibited with the onset of differentiation, and in case of integrins, is replaced by other members of the integrin family (12).

We show here that the osmo-sensitive transcription factor NFAT5 (13) controls the transition of basal to suprabasal KCs, and finally to corneocytes in adult skin. While we did not detect an obvious role for NFAT5 in the intracellular transport of Na^+^ ions in or through the epidermis, NFAT5 controls the expression of numerous genes that orchestrate the differentiation of KCs to corneocytes. In basal KCs, NFAT5 suppresses differentiation by inhibiting the formation of ‘cornification proteins’, such as Sprr and S100 proteins and the transglutaminases Tgm1 and Tgm2. The suppression of matrix proteases kallikrein 7 (Klk7) and matrix metallopeptidase 3 (Mmp3) in basal KCs of adult mice contributes to the integrity of skin that, upon NFAT5 ablation, shows a pre-mature shedding of skin scales. By contrast, both matrix proteases are 10-fold stronger generated in KCs from NB mice in which NFAT5 is poorly expressed. Similar to their coordinated expression in adult KCs, NFAT5 and Mmp3 are simultaneously expressed in KCs of murine and human embryos suggesting a role for NFAT5 in early skin formation and later on in the integrity of adult skin.

## Materials and Methods

### Mice, Preparation and Short-Term Cultures of Primary Murine KCs and T Cells

If not stated otherwise, 8- to 12-week-old C57BL/6J mice were used in the experiments. All *Nfat5^-/-^* mice were on the 129/sv background, and in all assays in which they were used littermate WT mice were analysed. 129sv mice are smaller in size, show a kidney atrophy and are under permanent hypernatremia (14, 15). For the preparation of NFAT5-deficient KCs, the tails from *Nfat5^-/-^* and their wild type (WT) siblings were sent from Barcelona to Würzburg overnight in wet chambers on ice and used for the preparation of KCs. Primary KCs from tails of adult mice or from NB mice were prepared as described (16). However, instead of 0.25% porcine trypsin that in our hands killed primary murine KCs, TrypLE (ThermoFisher) was used for the preparation and splitting of cells. The skin of mice was incubated overnight in dispase solution (4 mg/ml, in KC medium) at 4°C. The epidermis was prepared, divided into small pieces and incubated in TrypLE for 15 min at 37°C. After suspension in S-MEM medium (Sigma-Aldrich), strong shaking and passage through a 70 μM cell strainer, the cells were plated on pre-coated plates for 5 h, followed by a PBS wash step and incubation in serum-free SFM KC medium (Gibco) containing 0.06 mM Ca^++^.

Splenic murine CD4^+^T cells were prepared as described previously, and cultivated in RPMI medium. They were activated either by antiCD3/CD28 (3/1 μg/ml), coated on plastic, or TPA (10 ng/ml) plus ionomycin (0.5 μM) for 24 h.

### Transduction of KCs With NFAT5-Bio Retroviruses

Retroviruses expressing tagged NFAT5-bio and GFP were generated by transfections of plat E packaging cells (17) with viral NFAT5-bio/GFP or GFP constructs using GenJet Reagent (SigmaGen Laboratories). The next day, the medium was changed, and the following day the supernatant of plat E cells was passed through a 0.45 μm filter and, upon incubation with polybrene (4 μl per ml of a 1 mg/ml stock solution) for 20 min at room temperature, used in spin transfections. KCs grown in 2 ml SFM KC medium on pre-coated 6-well plates were transduced by adding 2 ml retroviral supernatant to 1 ml of culture medium, followed by centrifugation of parafilm-sealed culture plates at 32°C and 2200 rpm for 2.5 h. After centrifugation, the plates were maintained for 2 h at 37°C in a CO_2_ incubator, followed by washing of cells with PBS and culture in KC medium. The efficiency of transduction was monitored by fluorescence microscopy and by transducing NIH 3T3 control cells in parallel, which revealed GFP expression in more than 60% of the cells by flow cytometry (see **Figure 5E**).

For construction of the NFAT5-bio vector, full-length human NFAT5 (18) was amplified by PCR using the primers 5`Cla_hNFAT5: 5`ttatcgatggcggtgcttgcagctcc3` and 3`hNFAT5_Bio: 5`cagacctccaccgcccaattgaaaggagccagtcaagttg3`. The bio/avidin-tag (19) was generated by PCR using the primers 5`hNFAT5C_Bio: 5`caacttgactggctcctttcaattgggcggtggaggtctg3` and 3`BamHI_Bio: 5`aaggatcccacgagcctccggcgtttgag3`. The overlapping products were amplified by a second PCR using the primers 5`Cla-hNFAT5 and 3`BamHI_Bio and cloned as a ClaI/BamHI fragment into the retroviral expression vector pEGZ (20). The retroviral pMSCV-F-BirA vector was purchased from BCCM/LMBP (Gent-Zwijnaarde, Belgium).

### Secretion Assays

To determine the secretome of WT and *Nfat5^-/-^* KCs, KC proteins were labelled with azidohomoalanine (AHA) for 20 h, followed by click chemistry-based enrichment of secreted proteins, on-resin trypsinisation and liquid chromatography-mass spectrometry (LC-MS) analysis (21). To this end, 2-3 x10^6^ KCs maintained in a 10-cm culture dish for one week *in vitro* were incubated with 7 ml RPMI-depletion medium (lacking methionine, arginine and lysine) for 30 min, followed by incubation for 20 h in methionine-free RPMI supplemented with lysine, arginine and 0.1 mM AHA, an azide-bearing analog of methionine. The cells were harvested, washed three times with PBS and quickly frozen in liquid nitrogen upon adding protease inhibitor.

### Enrichment of Secreted Proteins and Quantitative Proteomic Analysis

Azide-tagged proteins were enriched from cell culture supernatants of primary KCs isolated from wild type and *Nfat5^-/-^* mice using a click chemistry approach according to manufacturer’s instructions (Click Chemistry Capture Kit, Jena Bioscience, Jena, Germany) with minor modifications. Briefly, 7 ml of media were concentrated on a centrifugal filter unit (Amicon Ultra-15, 3 kDa MWCO, Merck, Darmstadt, Germany) at 4,000*g* and 4°C to a final volume of 250 µl. The click reaction was assembled in a 2 ml tube (Protein LoBind tubes, Eppendorf, Hamburg, Germany) by combining the concentrated sample, 250 µl of lysis buffer (200 mM Tris, 4% CHAPS, 1 M NaCl, 8 M urea, pH 8.0), 500 µl of 2× copper catalyst solution and 100 µl of washed alkyne agarose resin (Jena Bioscience). The reaction was incubated on a rotator at room temperature for 20 h. After reduction and alkylation of resin-bound proteins using dithiothreitol (DTT) and iodoacetamide (IAA), the resin was transferred to a spin column. The column was washed five times using 2 ml of agarose wash buffer (100 mM Tris, 1% SDS, 250 mM NaCl, 5 mM EDTA, pH 8.0), ten times 2 ml of urea buffer (100 mM Tris, 8 M urea, pH 8.0) and 10 times 2 ml of 20% (v/v) LC-MS grade acetonitrile/water. The resin was recovered in digestion buffer (50 mM ammonium bicarbonate and LC-MS grade water), transferred to a new tube and centrifuged at 1,000g for 5 min. The supernatant was discarded, 0.5 µg of trypsin (Trypsin Gold, Promega, Madison, WI, USA) was added to the remaining 200 µl of resin slurry and the samples were incubated overnight at 37°C. Afterwards, the resin was pelleted and the supernatant containing tryptic peptides was transferred to a clean tube. To improve peptide recovery, the resin was resuspended in 500 µl of LC-MS grade water. After centrifugation, the supernatant was transferred to the digest supernatant. Peptides were acidified with trifluoroacetic acid (TFA) to achieve a final concentration of 0.5% (v/v) and desalted on Sep-Pak tC18 96-well cartridges (Waters Corporation, Milford, MA, USA) using 0.1% (v/v) TFA in LC-MS grade water as wash solvent and 0.1% (v/v) TFA in 50% (v/v) acetonitrile/water as elution solvent. Purified peptides were lyophilized and reconstituted in 20 µl of 0.1% (v/v) formic acid in LC-MS grade water prior LC-MS analysis. To control for non-specifically enriched proteins, one-tenth of the cell culture supernatant was separated and processed in parallel in a similar manner, but without adding copper sulfate.

Peptide samples were analysed by consecutive LC-MS runs in triplicates using a nanoACQUITY UPLC system (Waters Corporation, Milford, MA, USA) coupled to a SYNAPT G2-S mass spectrometer (Waters Corporation) *via* a NanoLockSpray dual electrospray ionization source (Waters Corporation). Equal sample volumes of 0.3 µl were injected onto a HSS-T3 C18 250 mm × 750 µm reversed phase column (Waters Corporation) for each measurement and peptides separated by gradient elution over 90 min resulting in total analysis times of 110 min. Mass spectra were acquired in ion mobility-enhanced data-independent mode (UDMSE) (PMID: 24336358). [For details see (22)].

Raw data were processed by ProteinLynx Global Server (v3.0.2, Waters Corporation) and searched against the mouse Swiss-Prot protein sequence database (UniProtKB release 2018_07, 16,669 entries) and 171 common MS contaminants using following parameters: Trypsin was specified as digestion enzyme, two missed cleavages per peptide were allowed, carbamidomethylation of cysteines was set as fixed, and methionine oxidation as variable modification. The false discovery rate (FDR) was calculated in PLGS by searching a database of reversed protein sequences and a cutoff of 0.01 was applied. Label-free quantification (LFQ) including retention time alignment, feature clustering, cross-run normalization and protein inference was performed in ISOQuant v1.8 (22). At this time, control samples were not included in the analysis to avoid normalization artefacts. Only peptides without missed cleavages, a minimum sequence length of six amino acids, a minimum PLGS score of 6.0 and no variable modification were considered for quantification. Proteins identified by at least two different peptides were quantified by averaging the intensities of the three peptides with the highest intensities belonging to the respective protein (Top3 method, https://doi.org/10.1074/mcp.M500230-MCP200). An FDR cutoff of 0.01 was applied at the peptide and protein level in ISOQuant. The ISOQuant analysis was repeated without normalization including control samples in order to identify non-specifically enriched proteins. Proteins found in more than one biological replicate with at least one-tenth of the Top3 intensity in the negative control compared with the sample were not considered potential candidates.

Differential protein abundance testing between wild type and *Nfat5^-/-^* animals was performed using Perseus v1.6.2.1 (PMID: 27348712) following log_2_-transformation of Top3 intensities and left-censored missing value imputation (“replace missing values from normal distribution” with default settings). *P*-values derived from two-sided Student’s *t*-tests were adjusted for multiple hypothesis testing using the Benjamini-Hochberg method applying an FDR cutoff of 0.05.

The MS proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD028675 (Project name: Murine keratinocytes NFAT5 knockout secretome LC-MS/MS).

### Western Blot and RT-PCR Assays

Western blots were performed either with whole protein extracts or with extracts of cytosolic and nuclear proteins on PAGE-SDS gels. For detecting NFAT5, the following Abs were used: Ab3446 (directed against the C-terminal aa1439-1455 of human NFAT5), Ab110995 (directed against an internal region of human NFAT5; both Abcam), sc-398171 (directed against aa67-300 of human NFAT5; Santa Cruz, Biotech) and PAI-023 (directed against a C-terminal peptide of human NFAT5; Affinity BioReagents). NFATc proteins were detected using the 7A6 mAb #556602 (for NFATc1) and the mAb #5062574 (for NFATc2; both BD Pharmingen). As loading control, filters were stained by Ponceau Red for 5 min and/or re-probed with the mAb #ab8227 specific for β-actin. Signals were developed using a chemiluminescence detection system (ThermoFisher Scientific).

For qRT-PCR assays, RNA was isolated from freshly harvested and PBS-washed or from deep-frozen cells using a standard TRIzol/isopropanol protocol. cDNAs were synthesized using the iScript cDNA synthesis kit according to the manufacturer’s instructions (Bio-Rad). Real-time PCR assays were performed using the SYBR green master mix (Applied Biosystems) with the primers presented in **Supplementary Table 1**.

### Transcriptome Assays by Next Generation Sequencing (NGS)

Total RNA was purified with RNeasy Plus Micro Kit according to the manufacturer’s protocol (Qiagen) and quantified using a Qubit 2.0 fluorometer (Invitrogen). Quality was assessed on a Bioanalyzer 2100 (Agilent) using a RNA 6000 Nano chip (Agilent). Samples with an RNA integrity number (RIN) of > 8 were used for library preparation. Barcoded mRNA-seq cDNA libraries were prepared from 600 ng (WT vs Nfat5-KO experiment) or 140 ng (1 week vs 3 weeks experiment) of total RNA using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module and NEBNext^®^ Ultra™ II RNA Library Prep Kit for Illumina^®^ according to the manual with a final amplification of 11 (WT vs Nfat5) or 12 PCR cycles (1 week vs. 3 weeks). The quantity was assessed using Invitrogen’s Qubit HS DNA assay kit. The library size was determined using Agilent’s 2100 Bioanalyzer HS DNA assay. Barcoded RNA-Seq libraries were onboard clustered using HiSeq^®^ Rapid SR Cluster Kit v2 using 8pM and 59bps were sequenced on the Illumina HiSeq2500 using HiSeq^®^ Rapid SBS Kit v2 (59 cycles). The raw output data of the HiSeq was pre-processed according to the Illumina standard protocol. Sequence reads were trimmed for adapter sequences and further processed using Qiagen’s software CLC Genomics Workbench (v12.0 with CLC’s default settings for RNA-Seq analysis). Reads were aligned to the GRCm38 genome and expression values are RPKM. - All sequencing data were submitted to the GEO repository and are publicly available (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184180).

### Immunohistochemistry and Tape Stripping Assays

Primary KCs were fixed with 4% formaldehyde (in PBS) on culture dishes followed by incubation with 0.2% Triton X-100. After PBS washing, the cells were blocked with DAKO diluent solution followed by incubation for 90 min with primary Abs (diluted 1:100-1:400) in DAKO blocking solution. The primary Abs used are indicated in the figure legends.

Anonymized tissue specimens of human fetal skin were drawn from the pathology files of the Institute of Pathology (University Wuerzburg).

Tape stripping of skin was performed with ethanol-washed tails from WT and *Nfat5^-/-^* mice according to Ref (23). using corneofix tapes (Courage + Khazaka, Cologne).

### Statistical Analysis

Statistical analysis was performed by using GraphPad Prism 6.0 (GraphPad Software, San Diego, USA). Data was presented as mean and error bars in figures represent ± SEM. Unpaired t-tests was used to evaluate the statistical differences. The values ≤0.05 were considered significant. ***p<0.0001, **p<0.001 and *p<0.05.

## Results

### NFAT5 Is Expressed in Basal and Suprabasal KCs of Epidermis

Ca^++^ play an important role in epidermal differentiation (10). Therefore, one may speculate that the Ca^++^/calcineurin/NFATc signaling cascade, which plays a central role in lymphocytes, might also control epidermal differentiation. However, when we investigated the expression of NFATc1 and NFATc2, the two most abundant NFAT factors in lymphocytes, in immunoblots, we observed a relatively poor NFATc expression in KCs, compared to lymphocytes. By contrast, the osmo-sensitive factor NFAT5, a distant relative of genuine NFATc factors (13), was expressed at a similar level in KCs and lymphocytes (**Supplementary Figures 1A, B**). This observation prompted us to study the role of NFAT5 in KCs.

Co-stainings of skin sections from adult humans with antibodies (Abs) raised against NFAT5 and markers of basal KC, as keratin 14 (K14) (6), or of suprabasal KC, as filaggrin (24), revealed NFAT5 expression throughout the epidermis. In numerous basal KCs, NFAT5 expression appeared to be restricted to the cytoplasm, whereas in suprabasal KCs we detected NFAT5 expression predominantly – albeit not exclusively – in the nuclei of KCs (**Supplementary Figures 1C, D**). Under pathophysiological and experimental *in vitro* conditions, such as in epidermis from Ichthyosis patients and of sun-exposed persons, NFAT5 was predominantly expressed in suprabasal KCs (**Supplementary Figures 1D, E**).

We also stained NFAT5 in cytospins of cultured murine KCs. By using Abs raised against a C-terminal NFAT5 epitope (ab3446) or an Ab directed against an internal region of human NFAT5 (ab110995) we detected NFAT5 both in cytosol and nuclei of KCs. While the ab3446 Ab stained predominantly the nuclei of cultured KC, the ab110995 Ab stained their cytosol indicating the expression of NFAT5 in both cellular compartments of basal KCs in culture (**Supplementary Figures 2A, B**). This suggest a complex expression of NFAT5 in multiple isoforms in KCs, as described previously for other cells (25).

Ablation of NFAT5 in mice did not lead to gross changes of skin morphology (15, 26). However, when we prepared the skin and KCs from tails of *Nfat5^-/-^* mice, we detected the release of large skin sheets into the preparation medium that we never observed during the preparation of WT tail skin (**Figures 1A–C**). These sheets consisted of corneocytes and suprabasal KCs (see insert in **Figure 1C**). The fragile skin from *Nfat5^-/-^* mice was also observed in tape stripping assays (23) using tails from WT and *Nfat5^-/-^* mice (**Figures 1D, E**). The first tape strips from the skin of *Nfat5^-/-^* mouse tails revealed a tight layer of corneocytes packed by skin scales which differed in density and their large size from those of WT mice. While the skin of *Nfat5^-/-^* mice formed frequently a patchwork of large, released scales, the WT corneocytes showed a loose assembly of single scales (see inserts in **Figures 1D, E**). Sections through the tail skin of *Nfat5^-/-^* mice revealed a more fragile *stratum corneum* than in WT skin (compare **Figures 1F** with **1G**), and in numerous sections of tails from *Nfat5^-/-^* mice the *stratum corneum* was completely lost (**Supplementary Figure 3**).

**Figure 1:**
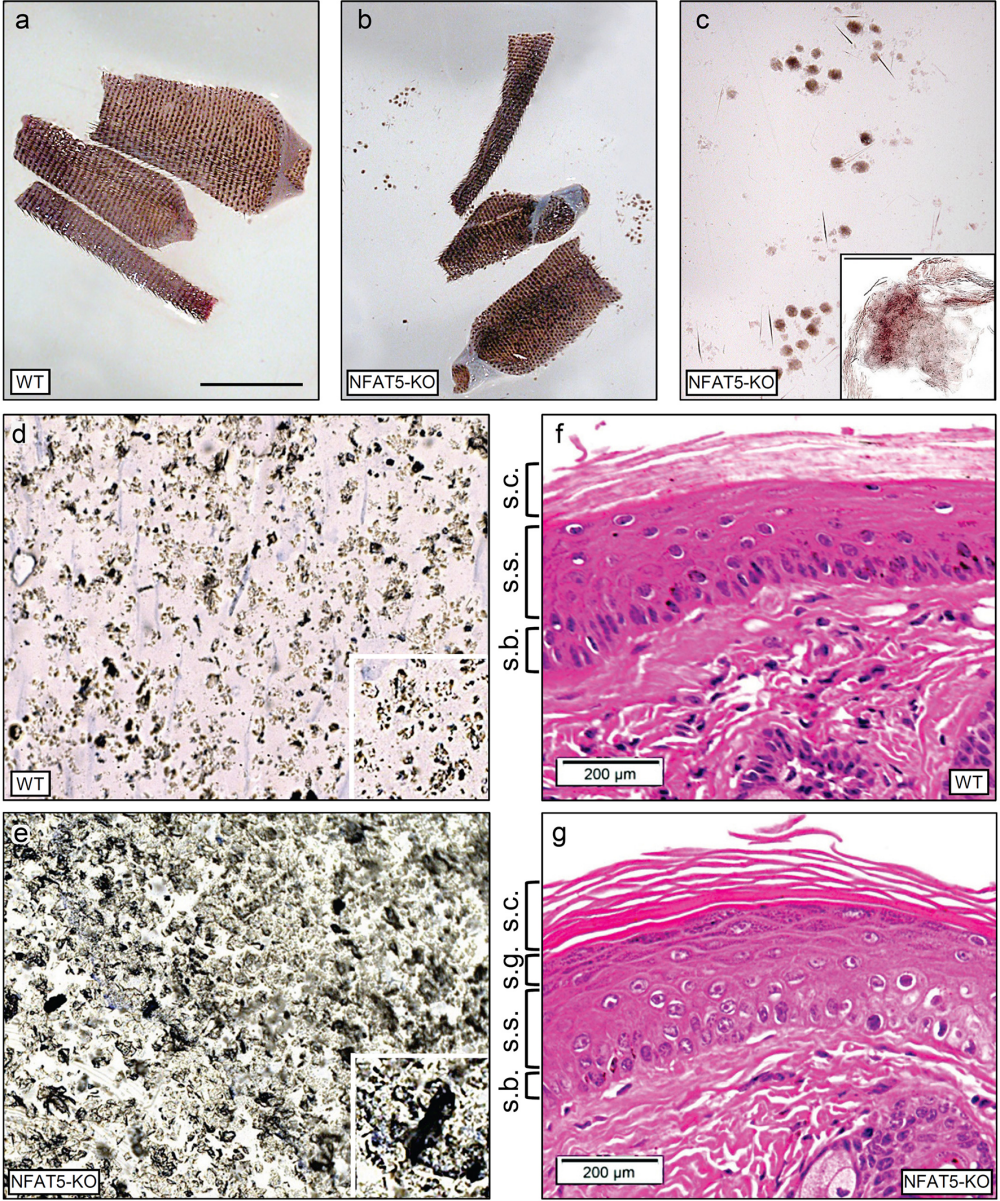
NFAT5 ablation changes the integrity and morphology of murine epidermis. **(A, B)** Preparations of skin from 129sv WT **(A)** and 129sv *Nfat5^-/-^* mice **(B, C)**. In **(C)**, skin sheets released from tail skin of *Nfat5^-/-^* mice are presented at larger magnification. Bar= 100 μM. **(D, E)** Tape strips from the tails of WT **(D)** and *Nfat5^-/-^* mice **(E)**. One representative strip of more than ten is shown. **(F, G)** Representative H&E stains of skin sections from tails of WT **(F)** and *Nfat5^-/-^* mice **(G)**. s.c., *stratum corneum*; s.g., *stratum granulosum*; s.s., *stratum spinosum*; s.b., *stratum basale*.

### NFAT5 Affects Protein Secretion by KCs

The cornification of KCs and desquamation of corneocytes is controlled by numerous proteases that are secreted by KCs (8). These proteases cleave the proteins of extracellular desmosomes to allow shedding of corneocytes. In order to elucidate whether NFAT5 affects the secretion of murine KCs we isolated KCs from tails of WT and *Nfat5^-/-^* mice and cultured them for 2-4 weeks in serum-free SFP KC medium (Gibco) containing 0.06 mM Ca^++^. Under these low Ca^++^ conditions, the basal KCs generated a layer of cobblestone-like KCs within a few days. However, upon culture for 3 weeks and longer the confluent primary KCs started to enlarge their size and formed cornification-like envelopes in the lawn of KCs (**Supplementary Figures 4A, B**).

Using a novel metabolic labelling technique, we determined the secretome of WT and *Nfat5^-/-^* KCs. To this end, KC proteins were labelled with azidohomoalanine (AHA) for 20 h, followed by avidin-based affinity purification of secreted proteins, on-resin trypsinisation and mass spectroscopy (21). In those assays, we detected approximately 300 proteins that were secreted by WT and *Nfat5^-/-^* KCs within 24 h. Among the 24 proteins whose secretion was increased twofold and more by *Nfat5^-/-^* cells as compared to WT KCs we detected four extracellular matrix proteins and three enzymes (**Figure 2A**). The three enzymes matrix metallopeptidase 3 (Mmp3, encoded by the *Mmp3* gene; also known as stromelysin-1), kallikrein 7 (*Klk7*), and chitotriosidase 1 (*Chit1*) that showed a strong increase in secretion by *Nfat5^-/-^* compared to WT KCs are known to cleave and process extracellular matrix proteins and to control the sclerodermisation of epithelia (27–29). Three of the matrix proteins, suprabasin (*Sbsn*), dermokine (*Dmkn*) and desmocollin 2 (*Dsc2*) are known to be involved in the terminal differentiation of corneocytes, and two further cornification proteins, desmocollin 3 (*Dsc3*) and corneodesmin (*Cdsn*) (30–32), were also stronger secreted by *Nfat5^-/-^* than WT KCs (**Figure 2A**).

**Figure 2:**
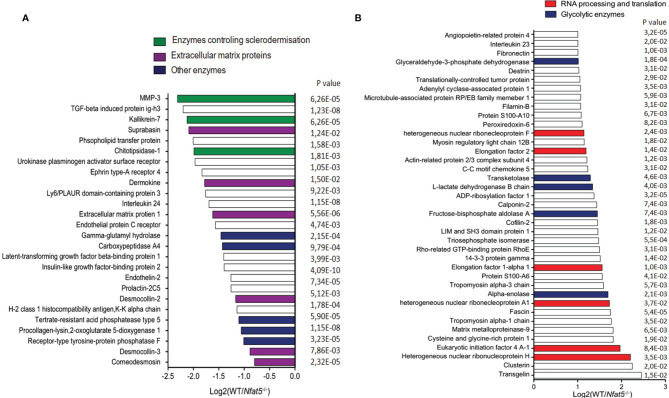
Proteins that were secreted by isolated tail KCs within 24 h of culture. **(A)** Proteins that were 2-fold and more secreted by 129sv *Nfat5^-/-^* than 129sv WT KCs. **(B)** Proteins that were at least 2-fold less secreted by *Nfat5^-/-^* than WT KCs. Data of two independent experiments each analyzed in triplicates by LC-MS were compiled.

Within the pattern of 39 proteins whose secretion by *Nfat5^-/-^* KCs was diminished twofold and more, neither any cornification protein nor any protease, except Mmp9, was detected. Instead, *Nfat5^-/-^* KCs showed a decrease in several proteins that control RNA processing and translation, and enzymes that control cellular metabolism, as the glycolytic enzymes alpha enolase 1 (*Eno1*), fructose-biphosphate aldolase A (*Aldoa*), L-lactate dehydrogenase B (*Ldhb*), transketolase (*Tkt*) and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) (**Figure 2B**). However, when we investigated the incorporation of glucose into cultured KCs using the fluorescent glucose analog 2-[N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2deoxy-D-glucose (2-NBDG) we observed a 2-3-fold increase in 2-NBDG uptake into *Nfat5^−/−^*, compared to WT KCs (**Supplementary Figure 5**). This suggests a suppressive influence of NFAT5 on the metabolism of basal KCs.

### NFAT5 Orchestrates KC Differentiation

To elucidate whether and how NFAT5 affects gene transcription in KCs, we used NGS assays to compare the transcriptomes of WT and *Nfat5^−/−^* KCs prepared from tails of adult mice. Due to the large variations that we observed in initial assays between various preparations of tail KCs, we first compared the transcriptomes of the same batches of KCs from WT C57BL/6J mice that were cultured either for one or for three weeks. 

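Poly(A) RNA of KCs, the epithelial cells of the epidermis, was sequenced from 4 samples cultured for 1 week and 4 samples cultured for 3 weeks. The deposited labels number the samples of each time point as replicates 1 to 4. The authors aligned the trimmed reads to the GRCm38 mouse genome in the CLC Genomics Workbench and deposited, for 41457 genes, the raw number of reads on each gene together with RPKM and TPM values. RPKM values are reads scaled to the exon length of the gene and to the mapped reads of the sample. The reads counted on exons numbered between 13896807 and 20026084 per sample at 1 week, with a median of 17748930, and between 14096649 and 18127283 at 3 weeks, with a median of 15938540. The deposited RPKM values equalled these exon reads divided by exon length and by a single number of mapped reads per sample. Of the exon reads of a sample, between 81.6% and 84.7% mapped to a single place, and the rest to several places, so that genes with near-identical copies are less certain. The counting is not stated to use the strand, so reads of a gene that overlaps another on the opposite strand are also less certain. Log2 fold changes, 3 weeks over 1 week, were computed from the exon reads with edgeR, after TMM normalization for library composition and removal of genes with few reads, and adjusted p-values are from its quasi-likelihood test with Benjamini-Hochberg adjustment. RPKM values carry no such correction. The median log2 fold change of all tested genes was 0.03 after TMM normalization and -0.16 on the log2(RPKM + 0.1) scale, so a fall read from RPKM values appears slightly larger. The main comparison did not pair samples, since the paper used unpaired tests. The smallest chi-square statistic per degree of freedom between a pair of replicates of one time point was 15.5, so each sample was counted as a separate replicate.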

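Among the 12590 genes with enough reads to be tested, 4127 (32.8%) differed between KCs cultured for 1 and 3 weeks with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 1981 were higher and 2146 were lower after 3 weeks, and 1934 changed at least 2-fold. With each of the 8 samples left out in turn, between 3015 and 4861 genes passed the same threshold. The alternative that lowered the number most was to treat the replicate numbers as a block, which left 2867 genes. Replicates 2 and 3 of that block join samples whose deposited names carry different preparation numbers. With the 3 preparations found at both times as the block, 3109 genes passed. The deviations of same-numbered samples from their group means had a mean correlation of -0.07 across genes. The balance of rises and falls depended on the scaling. In limma on log2(RPKM + 0.1), 1313 genes were higher and 3089 lower, so that 29.8% of the changed genes were higher in place of 48.0%. Among genes with a mean of at least 10 CPM and no overlap between the groups, Lox (chromosome 18, 52516069 to 52529867, GRCm38), which encodes lysyl oxidase, had the largest rise, from 1.66 ± 0.811 RPKM to 90.3 ± 94.0 RPKM (SD, n = 4), a log2 fold change of 5.88 (standard error 0.75, adjusted p = 0.000723, edgeR). It was followed by Fn1, Ctla2a, Lgr6 and Lcn2. Ctla2a rose by 4.75 on the log2 scale, but only 17.1% of its reads mapped to a single place. With those reads alone its log2 fold change was 4.42. Lgr6 rose from 0.151 ± 0.154 to 2.81 ± 1.63 RPKM (SD, n = 4). The largest falls were those of Klk7, Tslp, Krtdap, Gjb2 and Stc2. Tslp (chromosome 18, 32815383 to 32819797), which encodes a cytokine of epithelial cells, fell from 156 ± 64.6 to 3.52 ± 1.85 RPKM (SD, n = 4), a log2 fold change of -5.28 (standard error 0.51, adjusted p = 0.000317, edgeR). Of its reads 19.4% mapped to a single place, and these alone gave -5.55. Tslp also overlaps a gene on the opposite strand. Gjb2, which encodes a connexin, fell by 4.58 and Stc2 fell by 4.21 on the log2 scale.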

To our surprise, we detected fundamental differences in the expression levels of numerous genes at these time points (**Supplementary Figure 6A**). The marked differences in gene expression profiles of 129/sv WT versus *Nfat5^−/−^* KCs (see **Supplementary Figure 6B**) might reflect the rapid differentiation events that change gene expression between basal and suprabasal KCs in murine skin during differentiation. Therefore, all transcriptomes that we obtained reflect a snapshot of a restricted life period of basal KCs. To keep this in mind, in the following we present and discuss the transcriptome results of KCs from two129/sv WT and *Nfat5^−/−^* sibling mice.

Among the 121 genes that were expressed in two and more RPKMs (Reads Per Kilobase Million, total reads in a sample divided by 1 mill.) in *Nfat5^-/-^* compared to WT KCs we detected nine genes encoding TFs (see blue arrows in **Figure 3**). Four of the TF genes, *Mxd1* (encoding the Myc partner Mad), *Hopx, Grhl3* and *Klf10* are known to control the proliferation of KCs (33–36), *Barx2* and *Hopx* regulate hair follicle differentiation (37, 38) while *Foxn1*, *Sox11* and *Egr1* are expressed during wound repair (39–41) and *Egr1* and *Zfp750* in psoriatic lesions (42, 43) (**Supplementary Table 2**). Only one TF gene, the *Irf9* gene, which is highly expressed in psoriatic lesions (44), appeared in the list of the 47 genes that were expressed 2-fold stronger in *Nfat5^-/-^* than WT KCs **(** **Supplementary Figure 7** and **Supplementary Table 2** **)**.

**Figure 3:**
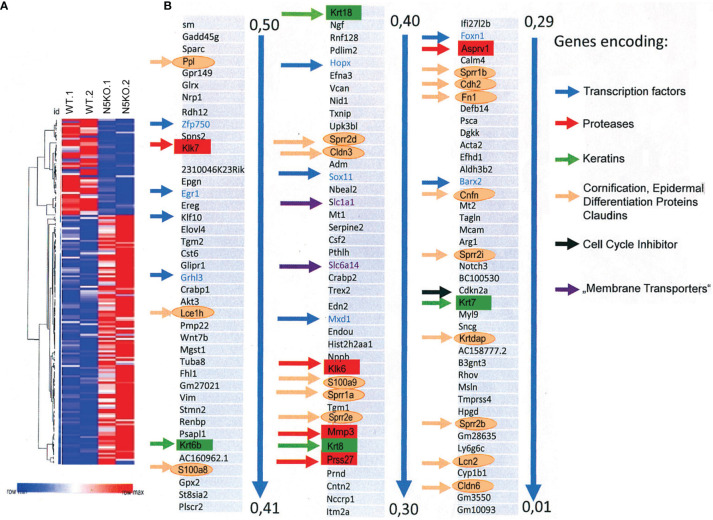
Ablation of NFAT5 changed gene expression in cultivated KCs. **(A)** Heat map of 168 genes that were changed at least twofold in 129sv *Nfat5^-/-^* compared to 129sv WT KCs. **(B)** Compilation of 121 genes that were expressed in 2-fold more copies in *Nfat5^-/-^* KCs. Nine genes encoding TFs are shown in blue and indicated by blue arrows. Five protease genes are boxed and shown in red, four keratin genes are shown in green boxes and by green arrows. The gene coding for the cell cycle inhibitor *Cdkn2a* is shown in black, genes encoding membrane transporters are shown violet, and the numerous genes encoding Epidermal Differentiation Complex (EDC) proteins, claudins and other ‘cornification` proteins are encircled and presented in orange.

The differentiation of basal towards suprabasal KCs is closely associated with a reduction in cell proliferation. A diminished proliferation was observed *in vitro* upon prolonged culture of primary KCs at the cellular (**Figure 4A**) and molecular levels. 

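Cdkn2a (ENSMUSG00000044303, chromosome 4 of GRCm38, 89274471 to 89294653) was expressed at 20.5 ± 12.5 RPKM in KCs cultured for 1 week and at 183 ± 39.6 RPKM after 3 weeks (SD, n = 4 per group), a log2 fold change of 3.33 (standard error 0.48, adjusted p = 0.00124, edgeR's quasi-likelihood test). Between samples with the same replicate number the ratio of its RPKM values was 4.41 in replicate 1, 5.21 in replicate 2, 17.2 in replicate 3 and 30.2 in replicate 4, although replicates 2 and 3 carry different preparation numbers at 1 and 3 weeks. This spread came mainly from the 1-week samples, which differed more in relative terms than the 3-week samples. The neighbouring gene Cdkn2b (ENSMUSG00000073802, 89306299 to 89311039) rose from 49.4 ± 11.0 to 143 ± 27.3 RPKM, a 2.89-fold higher mean RPKM (adjusted p = 0.000670, same test) and a log2 fold change between 1.55 and 1.79 when each sample was left out in turn. For Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) the increase was smaller, from 137 ± 16.2 to 223 ± 18.7 RPKM, with a log2 fold change of 0.87 (standard error 0.14, adjusted p = 0.00215, same test). In each of these inhibitor genes every 3-week sample was above every 1-week sample, and all of them kept an adjusted p-value under 0.05 when any single sample was left out, with Cdkn1a reaching 0.0104 at most. Cdkn1a overlaps a gene on the opposite strand.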

KCs cultured for one week divided rapidly and expressed relative low levels of the cell cycle inhibitors *Cdkn1a*/p21^WAF^, *Cdkn2a*/p16^INK4a^ and *Cdkn2b*/p15^INK4b^ whereas after 3 weeks and more they slowed down in proliferation while expressing up to 30-fold higher levels of cell cycle inhibitors. On the contrary, the expression of cyclins *Ccnd1*/cyclin D1, *Ccna1*/cyclin A2, *Ccnb1*/cyclin B1 and B2, and of cyclin-dependent kinase 1 (Cdk1) was much stronger in KCs cultured for 1 week than in cells cultured for 3 weeks (**Figure 4** and **Supplementary Figure 8**). 

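Ccna2 (chromosome 3, 36564865 to 36572150), the gene of cyclin A2, fell from 28.9 ± 8.51 RPKM at 1 week to 1.72 ± 0.593 RPKM at 3 weeks (SD, n = 4), a log2 fold change of -3.90 (standard error 0.33, adjusted p = 0.000204, edgeR). The gene listed as Ccna1 had 0 reads in all 8 samples, where 3 reads would have corresponded to between 0.0816 and 0.118 RPKM. Ccnb1 fell by 3.62 on the log2 scale, from 28.2 ± 7.41 to 2.03 ± 0.684 RPKM, and Ccnb2 fell by 3.26, from 33.1 ± 8.90 to 3.05 ± 0.878 RPKM. Cdk1 decreased from 19.6 ± 6.15 to 3.42 ± 1.02 RPKM, a log2 fold change of -2.34 (standard error 0.31, adjusted p = 0.000900, edgeR). The decrease of Ccnd1 (chromosome 7, 144929931 to 144939925) was the smallest among these genes, from 259 ± 21.1 to 86.1 ± 18.5 RPKM, with a log2 fold change of -1.42 (standard error 0.18, adjusted p = 0.000712, edgeR). Of the reads on Ccnd1, 60.9% mapped to a single place, and with these reads alone its log2 fold change was -1.58. Ccnd1 and Ccna2 each overlap a gene on the opposite strand. With the low levels of inhibitors and the strong expression of cyclins and Cdk1 at 1 week, the paper describes, at the molecular level, the diminished proliferation of KCs upon prolonged culture.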

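Of the 13 genes for subunits of RNA polymerase I, 8 had a negative and 5 a positive log2 fold change between 1 and 3 weeks, and the mean over the set was -0.37. On log2(RPKM + 0.1), where the median of all genes is also lower, 4 of the 5 positive values turned negative. The list was drawn up from gene symbols, because the paper's text does not name the genes of Supplementary Figure 8D, and it includes 5 genes with Polr2 symbols, for subunits shared with other RNA polymerases, as well as Polr1c and Polr1d, whose products are also part of RNA polymerase III. In an exact count over all splits of the 8 samples into equal groups, 11 of the 35 splits, the real split among them, gave a p from limma's camera, a gene set test, of 0.0315 or less. Polr1b fell most, from 9.18 ± 0.766 to 2.85 ± 0.311 RPKM (SD, n = 4), with a log2 fold change of -1.52 (standard error 0.13, adjusted p = 0.000231, edgeR). Polr1a had a log2 fold change of -1.10, Twistnb of -0.75, Polr1e of -0.74 and Polr1c of -0.70, and with Polr1b these were the 5 genes with an adjusted p-value under 0.05. With the replicate numbers as a block, Polr1c no longer passed this threshold (adjusted p = 0.0526, edgeR). With the preparations found at both times as the block it did (adjusted p = 0.0300, edgeR). Over all alternatives its adjusted p-values from edgeR, DESeq2 or limma ranged from 0.00706 to 0.0890. Of the reads on Twistnb, 70.9% mapped to a single place. Znrd1 had a log2 fold change of -0.53 that did not pass the threshold (adjusted p = 0.0778, edgeR). The differences of Polr1d, Cd3eap, Polr2e, Polr2f, Polr2h and Polr2k were within the replicate error, with adjusted p-values between 0.377 and 0.804 (edgeR), and those that turned negative on log2(RPKM + 0.1) were Polr1d, Cd3eap, Polr2f and Polr2k. The shared subunit Polr2l had a positive log2 fold change of 0.63 (adjusted p = 0.0772, edgeR), and 18.4% of its reads mapped to a single place. Polr1a, Polr1e, Cd3eap, Polr2f and Polr2h overlap genes on the opposite strand. The 8 genes without a Polr2 symbol had a mean log2 fold change of -0.64. With the replicate numbers as a block the mean over all 13 genes was -0.40, and with each sample left out in turn it stayed between -0.49 and -0.29.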

The drop in KC proliferation was also reflected in a decrease of components of RNA polymerase I whose expression reflects cell cycle progression (45) (**Supplementary Figure 8D**). However, among the numerous genes that control KC proliferation the *Cdkn2a* gene seems to be the only gene whose expression is controlled directly by NFAT5. In *Nfat5^−/−^* KCs we detected a 4- to 6-fold increase in *Cdkn2a* transcripts whereas in KCs transduced with retroviruses expressing NFAT5 a marked reduction in proliferation and levels of *Cdkn2a* transcripts was observed (**Figures 4C, D**).

**Figure 4:**
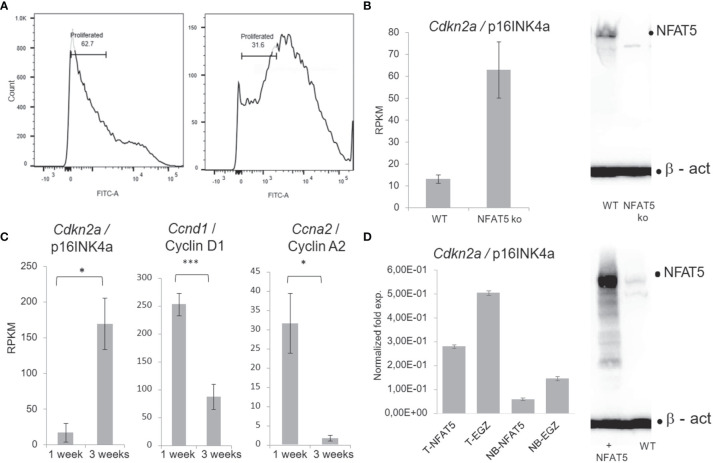
NFAT5 supports the proliferation of KCs. **(A)** Measurement of KC proliferation cultivated for one week (left) or three weeks (right) in CFSE assays. **(B)** Increase of p16^INK4a^ RNA levels in KCs upon NFAT5 ablation. The western blot (right) confirms the absence of NFAT5 expression in KCs isolated from *Nfat5^-/-^* mice. **(C)** Expression of cell cycle inhibitor p16^INK4a^ and of cyclins D1 and A2 in KCs cultivated for one or three weeks. Next-generation-sequencing (NGS) data of four independent batches of KCs cultured for 1 or 3 weeks are shown. **(D)** Decrease in p16^INK4a^ RNA levels in KCs isolated from the tails of adult (T) or from newborn mice (NB). The western blot illustrates increased NFAT5 levels in tail KCs that have been transduced with a retrovirus expressing NFAT5. The KCs in **(C, D)** were cultivated for 1 week. (***p<0.0001, **p<0.001 and *p<0.05).

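The RPKM values of Cdkn2a in the 4 samples of each time point, in the order of the replicate numbers, were 32.3, 29.8, 12.9 and 6.97 at 1 week and 142, 156, 222 and 210.4 at 3 weeks. Those of Ccnd1 were 261, 279, 268 and 230 at 1 week and 88.1, 109.6, 81.9 and 64.8 at 3 weeks. For Ccna2 the 1-week values were 23.8, 20.4, 31.9 and 39.4, and the 3-week values were 1.91, 2.37, 1.64 and 0.950. None of these genes had overlapping values between the groups. A two-sided exact permutation test of the difference in mean RPKM gave p = 0.0286 for each of them, the smallest p-value that 4 samples against 4 allow, and an adjusted p of 0.0343 over the 6 genes of Figures 4C and 5B tested in the same way. The log2 ratio of the mean RPKM was 3.16 for Cdkn2a, -1.59 for Ccnd1 and -4.07 for Ccna2.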

Numerous genes encoding cornification, tight junction and adhesion proteins belong to the group of genes that were stronger transcribed in *Nfat5^-/-^* than in WT KCs. Among those are ten genes that code for proteins of the Epidermal Differentiation Complex (EDC). These are seven small proline-rich proteins (Sprr1a, Sprr1b, Sprr2b, Sppr2d, Sppr2e, Sprr2h and Sprr2i), two S100 family proteins (S100a8 and S100a9), and the late cornified envelope protein Lce1h. Further genes that are suppressed by NFAT5 encode lipocalin 2 (*Lcn2*), the tight junction proteins claudins 3 and 6 (*Cldn3* and *6*), cornefilin (*Cnfn*), cadherin 2 (*Cdh2*), fibronectin 1 (*Fn1*), the KC differentiation-associated protein (*Krtdap*), and the *Tgm1* and *Tgm2* genes (**Figure 3** and **Supplementary Figure 9**).

Apart from the *S100a7a* gene encoding the S100 calcium binding protein A7A that is highly expressed in psoriatic lesions (46), none of these ‘KC-differentiation’ genes were found in the list of genes that were decreased in expression in *Nfat5^-/-^* KCs (**Supplementary Figure 7**). 

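Of the 19 genes named above for cornification, tight junctions and adhesion, 10 had a negative and 9 a positive log2 fold change between 1 and 3 weeks on the read counts, against 12 and 7 with the replicate numbers as a block or without 3 weeks replicate 4, and 13 and 6 in limma on log2(RPKM + 0.1). An adjusted p-value under 0.05 (edgeR, over all genes) was reached by 4 lower genes, which were Krtdap, Sprr2h, Sprr1b and S100a9, and by 5 higher genes, which were Fn1, Lcn2, Tgm2, Cdh2 and Cldn6. With the p-values adjusted over the 19 genes alone, 8 were lower and 5 higher. The number of lower genes varied with the samples used, from 1 to 7 when each sample was left out in turn. It was 8 with DESeq2 in place of edgeR, and 5 with the replicate numbers as a block. With that block Cnfn (adjusted p = 0.00733, edgeR) and Sprr2e (adjusted p = 0.0449, edgeR) passed the threshold, and Sprr1b (adjusted p = 0.0636, edgeR) did not. With the preparations found at both times as the block, Sprr1b passed it (adjusted p = 0.00717, edgeR) and Sprr2e did not (adjusted p = 0.0561, edgeR). Krtdap had the largest fall, from 35.7 ± 36.6 to 1.22 ± 0.644 RPKM (SD, n = 4), with a log2 fold change of -4.68 (standard error 1.05, adjusted p = 0.00917, edgeR). Sprr1b fell from 139.6 ± 123 to 26.7 ± 7.80 RPKM, but its groups overlapped, as did those of S100a9. Sprr2h had a log2 fold change of -2.70 (adjusted p = 0.0275) and S100a9 of -1.94 (adjusted p = 0.0431), both from edgeR. Cnfn, Sprr2b, Sprr2e, S100a8, Sprr2i and Sprr1a also had negative log2 fold changes, from -2.66 in Cnfn to -0.26 in Sprr1a. These did not pass the threshold in the main comparison. Lce1h, Cldn3, Tgm1 and Sprr2d did not differ beyond the replicate error in the main comparison, with log2 fold changes between 0.07 and 1.21 on the read counts. On log2(RPKM + 0.1) the values of Lce1h, Tgm1 and Sprr2d were negative. Cdh2 was higher after 3 weeks in every sample, at 7.19 ± 1.53 RPKM against 1.08 ± 0.353 RPKM, with a log2 fold change of 2.89 (standard error 0.25, adjusted p = 0.000211, edgeR), and 67.7% of its reads mapped to a single place. Cldn6 was weakly expressed, at 0.401 ± 0.130 RPKM at 1 week and 1.26 ± 0.454 RPKM at 3 weeks (SD, n = 4), with a log2 fold change of 1.81 (adjusted p = 0.00848, edgeR). Cdh2 and Cldn3 overlap genes on the opposite strand. At 1 week, replicates 3 and 4 had more transcripts than replicates 1 and 2 for Sprr1a, Sprr1b, S100a8, S100a9, Cnfn and Krtdap. Sprr2d reached 493 RPKM in 3 weeks replicate 4 and at most 24.6 RPKM in the other 3-week samples. With each sample left out in turn, the log2 fold change of Sprr2d fell as low as -1.86. Over all alternatives that gave one, its adjusted p-value from edgeR, DESeq2 or limma ranged from 0.0219 to 0.704. That of Lce1h ranged from 0.0353 to 0.999.

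**Figure D1:**
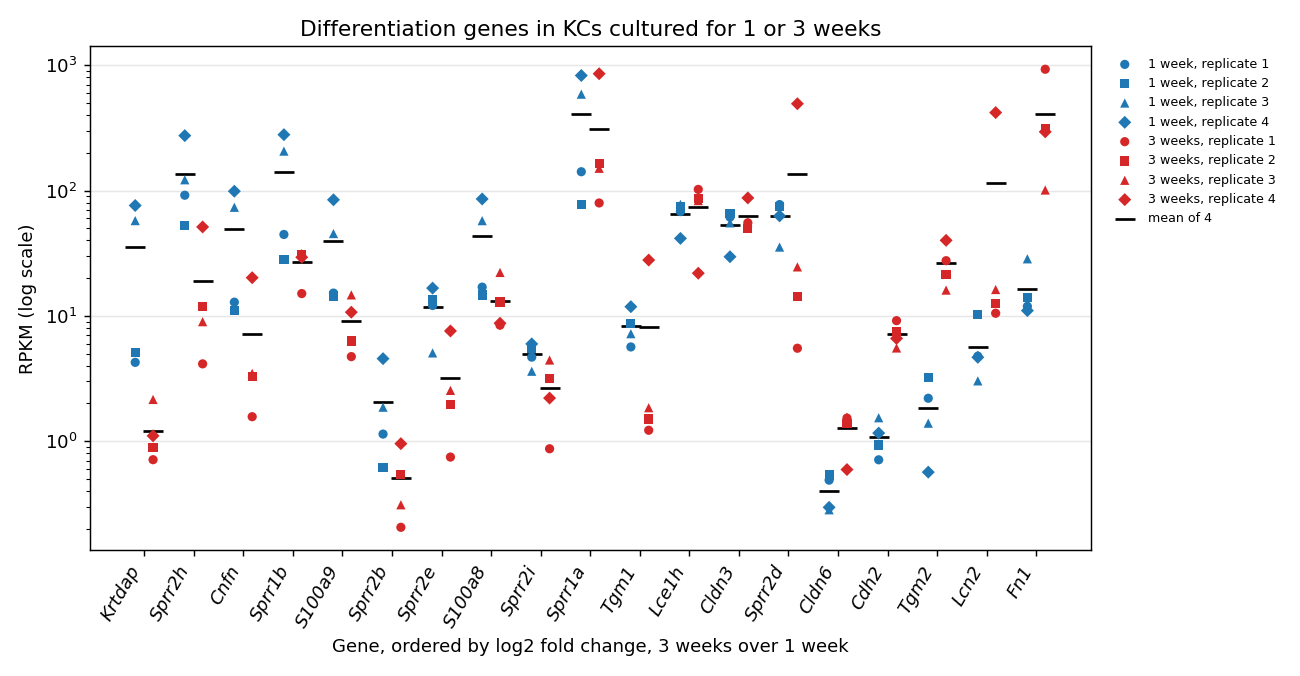
RPKM values (log scale) of the 19 differentiation genes in the 4 samples cultured for 1 week (blue) and the 4 cultured for 3 weeks (red); each symbol is a replicate and each black line the mean of 4. Genes are ordered by log2 fold change, from -4.68 in Krtdap to 4.78 in Fn1.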

The majority of ‘differentiation’ genes did not increase but decrease upon prolonged culture of KCs for 3 weeks. 

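Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200), which encodes fibronectin, rose from 16.4 ± 8.19 RPKM at 1 week to 409.6 ± 359.7 RPKM at 3 weeks (SD, n = 4), a log2 fold change of 4.78 (standard error 0.68, adjusted p = 0.00117, edgeR). The 3-week values ranged from 101 to 929.5 RPKM, all above the 1-week values. Tgm2 (chromosome 2, 158116402 to 158146436) increased from 1.85 ± 1.14 to 26.2 ± 10.3 RPKM, with a log2 fold change of 3.97 (standard error 0.50, adjusted p = 0.000712, edgeR). Only 29.5% of the reads on Tgm2 mapped to a single place, and these alone gave a log2 fold change of 3.90. Fn1 and Tgm2 overlap genes on the opposite strand. Lcn2 (chromosome 2, 32384633 to 32388252) had a log2 fold change of 4.44 (standard error 1.30, adjusted p = 0.0285, edgeR), which rested to a large part on 3 weeks replicate 4. Its values were 10.5, 12.5, 16.2 and 419 RPKM at 3 weeks against 4.77, 10.2, 3.03 and 4.67 RPKM at 1 week. Without that sample its log2 fold change was 1.40 (adjusted p = 0.0220, edgeR), and with the replicate numbers as a block it was 2.45 (adjusted p = 0.126, edgeR). Over all alternatives that gave one, its adjusted p-value from edgeR, DESeq2 or limma ranged from 0.0204 to 0.126, and it rose above 0.05 when any 1-week sample was left out.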

Exceptions are the *Fn1, Tgm2* and *Lcn2* genes whose expression increased upon prolonged culture of tail KCs. On most of these genes, over-expressing NFAT5 upon transduction of NB and tail KCs exerted only a moderate effect on expression levels suggesting that they are no direct targets of NFAT5 (**Supplementary Figure 9**).

### NFAT5 Modulates Keratin Expression in Epidermal KCs

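At 1 week, Krt14 (chromosome 11, 100203162 to 100207548), with 6941 ± 843 RPKM (SD, n = 4), had the highest mean RPKM of all 41457 listed genes, and Krt5 (chromosome 15, 101707070 to 101712898) ranked in place 3, with 6170.4 ± 155.5 RPKM. After 3 weeks Krt14 ranked in place 6, at 5283 ± 606 RPKM, and Krt5 in place 21, at 2207 ± 269.7 RPKM. Among the 53 keratin genes with this type of symbol, Krt14 stayed in place 1, whereas Krt5 moved from place 2 to place 4.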

Within the transcriptome of basal KCs, we detected a large number of transcripts for keratin K5/K14 heterodimers, the most abundant keratins of basal KCs (47). The K14 transcripts decreased slightly upon culture for 3 weeks, whereas a marked 2-3 fold decrease in K5 RNA levels was detected. In contrast, the transcripts of keratins 6a, K7, K8 and K18 increased 2 to 6-fold in KCs cultured for 3 weeks as compared to KCs cultured for only one week (**Supplementary Figure 10**). 

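Krt14 had a log2 fold change of -0.23 (standard error 0.20, adjusted p = 0.414, edgeR), so its decrease did not exceed the replicate error, and its values at 1 and 3 weeks overlapped. Krt5 had a log2 fold change of -1.32 (standard error 0.18, adjusted p = 0.00103, edgeR), which corresponds to a 2.49-fold decrease. The 1-week values of Krt5 lay between 6039 and 6384 RPKM and the 3-week values between 1938 and 2581 RPKM. With each sample left out in turn, its log2 fold change stayed between -1.38 and -1.24. Krt5 overlaps a gene on the opposite strand.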

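Krt7 rose from 25.2 ± 14.4 to 105 ± 22.9 RPKM (SD, n = 4), with a log2 fold change of 2.21 (standard error 0.40, adjusted p = 0.00357, edgeR), or 4.61-fold. Krt8 rose from 253 ± 65.2 to 1930.2 ± 640.5 RPKM, with a log2 fold change of 3.11 (standard error 0.34, adjusted p = 0.000422, edgeR), or 8.62-fold. Of the reads on Krt8, 48.6% mapped to a single place, and these alone gave a log2 fold change of 3.09. Krt18 rose from 171 ± 26.5 to 829 ± 289 RPKM, with a log2 fold change of 2.45 (standard error 0.31, adjusted p = 0.000687, edgeR), or 5.47-fold. Among the 3-week samples, replicate 4 had the lowest values of Krt8, at 987 RPKM, and of Krt18, at 403 RPKM, which still exceeded all 1-week values. Krt6a (chromosome 15, 101689910 to 101694307) was at 3823 ± 579 RPKM at 1 week and at 2859 ± 314 RPKM at 3 weeks, with a log2 fold change of -0.25 (standard error 0.20, adjusted p = 0.370, edgeR). Its values ranged from 2972 to 4254 RPKM at 1 week and from 2413 to 3153 RPKM at 3 weeks, and 34.5% of its reads mapped to a single place. With these reads alone its log2 fold change was -0.27. Krt6a, Krt7 and Krt8 overlap genes on the opposite strand.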

The transcripts of K5/14 heterodimers were at the same high level in WT and *Nfat5^-/-^* KCs, and they remained unaffected by NFAT5 expression in isolated tail KCs while they were slightly repressed in NB KCs. By contrast, the expression of K7, K8 and K18 keratins increased 2 to 6-fold in *Nfat5^-/-^* KCs, and upon NFAT5 over-expression a slight decrease in K8 and K18 RNA levels was observed (**Supplementary Figure 10**). It is noteworthy that no transcripts were detected for the keratins K1 and K10, the markers of suprabasal KCs.

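In KCs of WT mice cultured for 1 or 3 weeks, reads on Krt1 (chromosome 15, 101845426 to 101850794) numbered from 7 to 106 per sample, and those on Krt10 (chromosome 11, 99385254 to 99389364) from 11 to 62. Krt1 was at 0.907 ± 0.636 RPKM at 1 week and 0.146 ± 0.0531 RPKM at 3 weeks (SD, n = 4), and Krt10 at 1.07 ± 0.428 and 0.673 ± 0.254 RPKM. At these depths 3 reads corresponded to at most 0.0473 RPKM for Krt1 and 0.0989 RPKM for Krt10. The difference between the time points passed the threshold for Krt1, with a log2 fold change of -2.44 (standard error 0.59, adjusted p = 0.0132, edgeR), and not for Krt10 (adjusted p = 0.366, edgeR). Krt10 overlaps a gene on the opposite strand.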

### Coordinated Expression of NFAT5 and Mmp3 in Fetal and Adult Skin

Among the 121 genes that were 2-fold stronger expressed in *Nfat5^-/-^* than WT KCs we detected five genes that encode matrix proteases (**Figure 3**). In line with the protein secretion data, these were the *Mmp3* and *Klk7*, and, in addition, the *Klk6*, *Asprv1* and *Prss27* genes. In qRT-PCR assays, we observed a strong increase in *Mmp3, Klk7* and *Asprv1* expression in KCs from NB mice as compared to adult KCs, and a decrease in tail KCs that were maintained for 3 weeks *in vitro* (**Figure 5**). The *Mmp3* gene was 30- to 50-fold stronger expressed in NB KCs as in adult KCs, and over-expressing NFAT5 in NB KCs led to a moderate increase in RNA levels. In contrast, the poor expression of *Mmp3* gene in adult KCs was suppressed 2 to 3-fold upon NFAT5 over-expression. A similar expression was observed for the *Klk7* gene: a stronger expression in NB than in adult KCs, a stimulatory effect of NFAT5 on *Klk7* expression in NB but a slight repression in adult KCs. Moreover, expression of the *Klk7* gene ceased in adult KCs upon prolonged incubation for 3 weeks. 

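Klk7 (ENSMUSG00000030713, chromosome 7, 43811294 to 43816359) fell from 55.8 ± 61.4 RPKM at 1 week to 1.18 ± 0.584 RPKM at 3 weeks (SD, n = 4), a log2 fold change of -5.37 (standard error 1.10, adjusted p = 0.00613, edgeR). With each sample left out in turn it stayed between -5.79 and -4.44. This cannot show what 2 samples carry together. At 1 week replicates 3 and 4 were at 74.5 and 134 RPKM, and replicates 1 and 2 at 9.01 and 5.05 RPKM. The log2 fold change was -4.31 with the replicate numbers as a block (adjusted p = 0.0242, edgeR). It was -5.55 with the preparations found at both times as the block, and -3.73 in limma on log2(RPKM + 1).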

In 3 independent transcriptome NGS assays the RNA levels of *Mmp3* and *Klk7* genes were 2-3 fold higher in *Nfat5^-/-^* than WT tail KCs (**Figure 5**).

**Figure 5:**
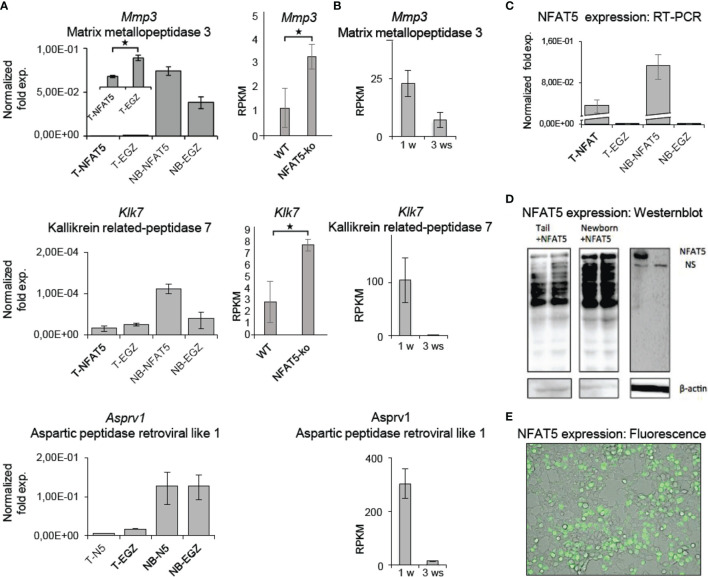
NFAT5 affects the expression of *Mmp3, Klk5* and *Asprv1* protease genes in KCs. **(A)** Left panels, results of qRT-PCR assays showing the effect of NFAT5 on the expression of *Mmp3, Klk7* and *Asprv1* genes upon transduction of KCs obtained from the tails of adult ice (T) or from the skin of newborn (NB) mice. Right panels, effect of NFAT5 ablation on *Mmp3* and *Klk7* expression. Results of 3 independent NGS assays are shown. **(B)** Expression of protease genes in KCs cultured for 1 or 3 weeks (ws). NGS data of three independent batches of KCs cultured for 1 or 3 ws are shown. **(C–E)** Detection of NFAT5 expression upon transduction of KCs. Cultured KCs were transduced with retroviruses expressing NFAT5, or with an ‘empty’ EGZ virus. **(C)** Detection of human NFAT5 RNA by RT-PCR assays in tail (T) and NB KCs upon transduction. **(D)** Western blots showing the expression of NFAT5 upon transduction of KCs from newborn and tails of adult mice. **(E)** Fluorescence microscopy of NFAT5-GFP expression in transduced adult KCs. (*p<0.05).

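All 4 samples of each time point are given here, because the paper's text does not name the 3 batches behind Figure 5B. The RPKM values of Mmp3, in the order of the replicate numbers, were 17.1, 54.5, 22.9 and 28.4 at 1 week and 8.64, 9.36, 3.92 and 3.33 at 3 weeks. Those of Klk7 were 9.01, 5.05, 74.5 and 134 at 1 week and 0.991, 1.32, 1.90 and 0.503 at 3 weeks. Asprv1 had 93.4, 38.2, 265 and 342 RPKM at 1 week and 16.5, 39.0, 36.3 and 15.3 RPKM at 3 weeks. The mean decreased from 30.7 ± 16.5 to 6.31 ± 3.13 RPKM in Mmp3 (SD, n = 4), and the log2 ratio of the mean RPKM was -2.28 in Mmp3, -5.57 in Klk7 and -2.79 in Asprv1. In the two-sided exact permutation test of the difference in mean RPKM, the adjusted p over the 6 genes was 0.0343 for Mmp3 and for Klk7 and 0.0571 for Asprv1, whose groups overlapped in 1 sample of each group. The edgeR test on the reads gave a log2 fold change of -2.12 (standard error 0.44, adjusted p = 0.00621) for Mmp3 and of -2.60 (standard error 0.67, adjusted p = 0.0166) for Asprv1. With the replicate numbers as a block, the adjusted p of Asprv1 was 0.0552 (edgeR), the highest over all alternatives, which reached down to 9.4e-05 with DESeq2. With the preparations found at both times as the block, its adjusted p was 0.00663 (edgeR).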

The striking variations in expression of matrix proteases prompted us to investigate whether and, if yes, where and when NFAT5, Mmp3 and Klk7 are co-expressed at various developmental stages. Therefore, we (co-) stained skin sections of adult, newborn and fetal mice with Abs specific for NFAT5, Mmp3 or Klk7. Since the anti-murine Mmp3 Abs did not allow co-stains of murine skin, we co-stained skin sections of human fetuses that revealed a distinct co-expression of NFAT5 and Mmp3 in KCs of *stratum basale*. In the cytosol of almost all KCs of the basal epidermal layer a strong NFAT5 and Mmp3 co-expression was detected, and a number of KCs showed also the nuclear occurrence of NFAT5 (and Mmp3) (**Figure 6**). A similar staining pattern was detected in sections of adult murine skin in which the NFAT5 and Mmp3 specific Abs stained predominantly basal KCs (**Figure 7** and **Supplementary Figure 11**). On the same hand, an Ab specific for Klk7 stained also the layer of basal KCs in sections of human fetuses in which NFAT5 is expressed in cytosol (**Figure 8**).

**Figure 6:**
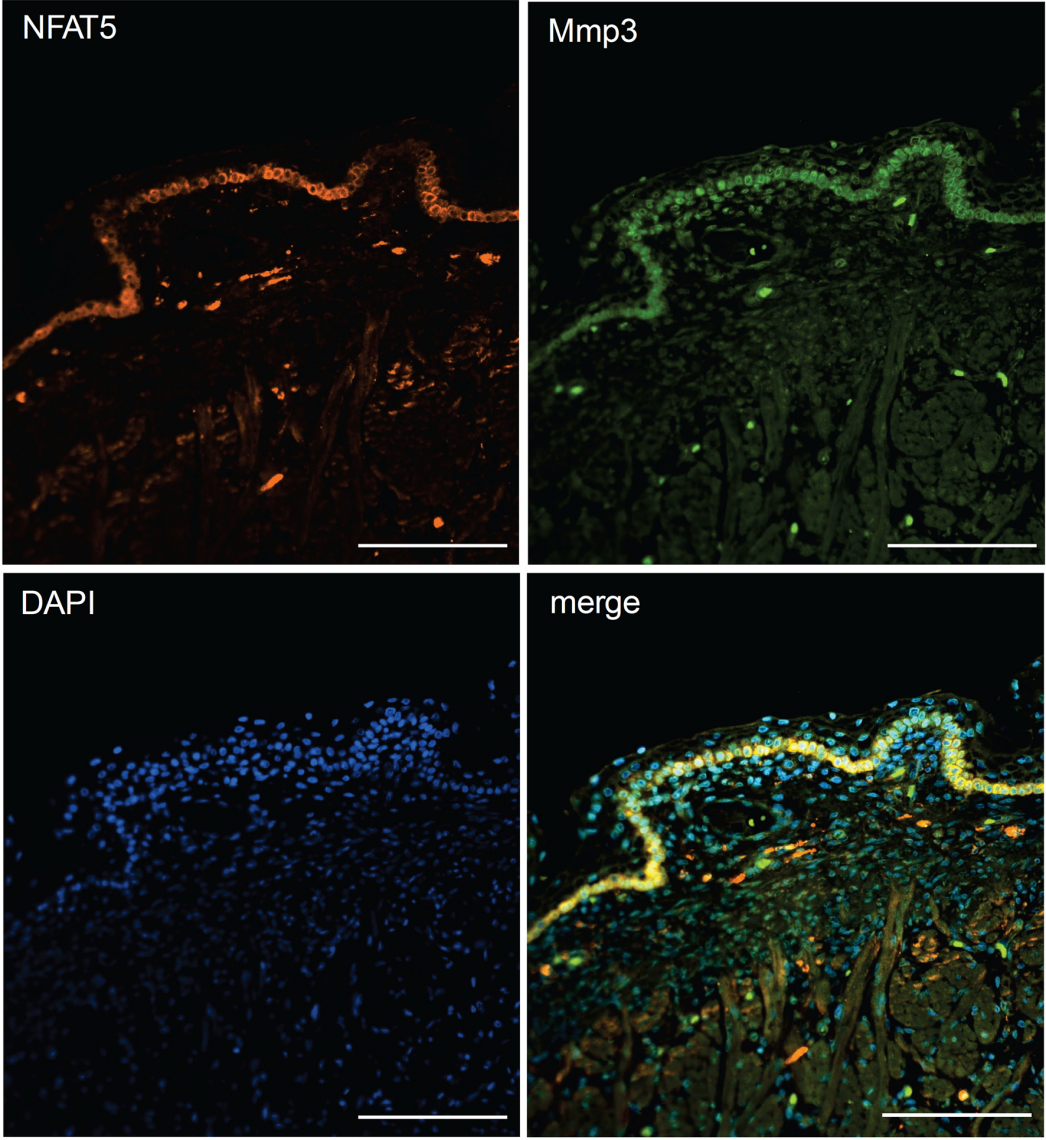
Immunofluorescence of sections through the skin of a human fetus. Sections were stained with Abs against NFAT5 (ab110995, Abcam) and Mmp3 (AF513, Novus Biologicals) and counterstained with DAPI as indicated. Length of the bars: 100 μm.

**Figure 7:**
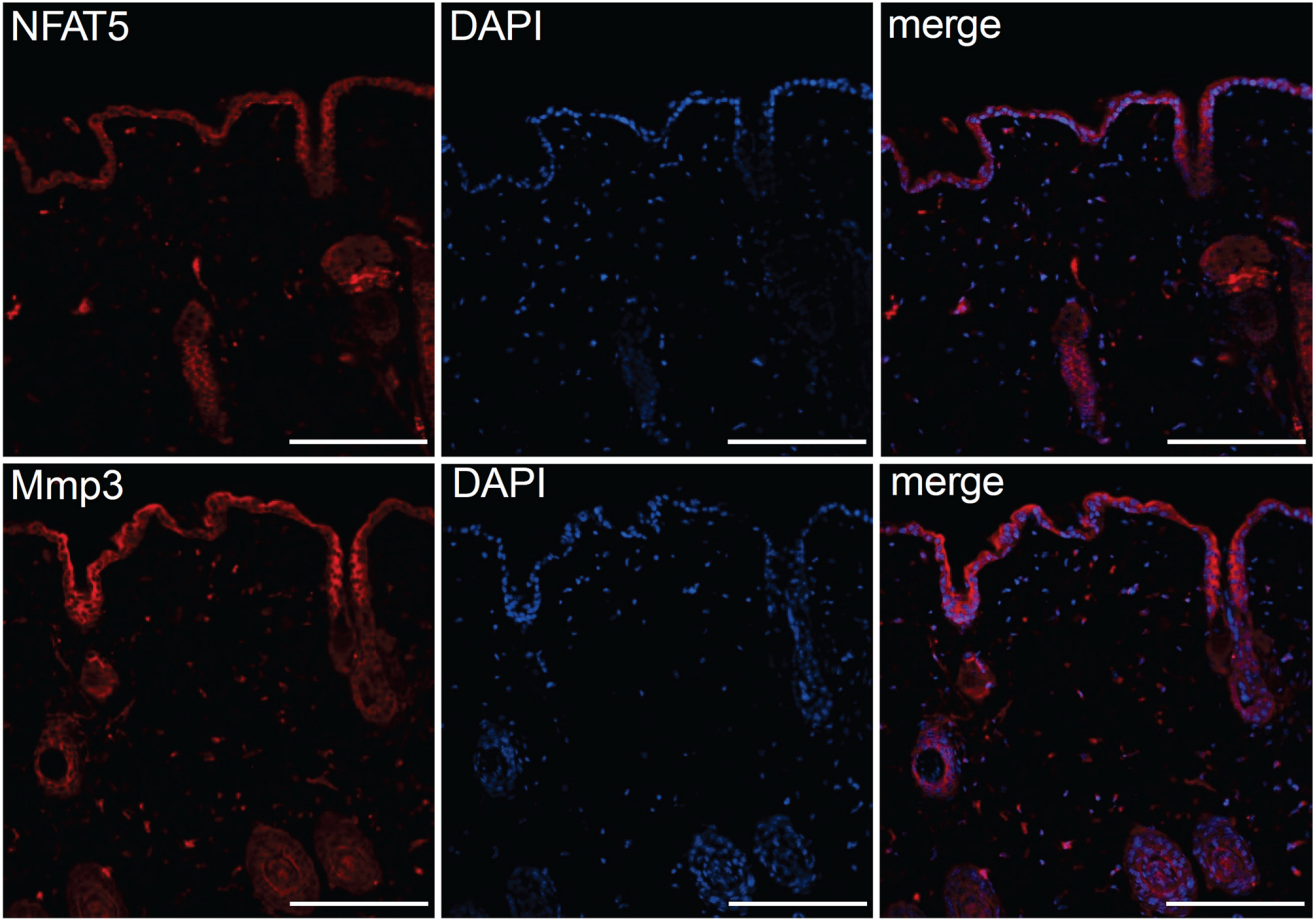
Immunofluorescence of serial sections through the back skin of adult mice. Sections were stained with Abs against NFAT5 (ab110995, Abcam) and Mmp3 (ab53015 (Abcam) and counterstained with DAPI as indicated. Length of the bars: 100 μm.

**Figure 8:**
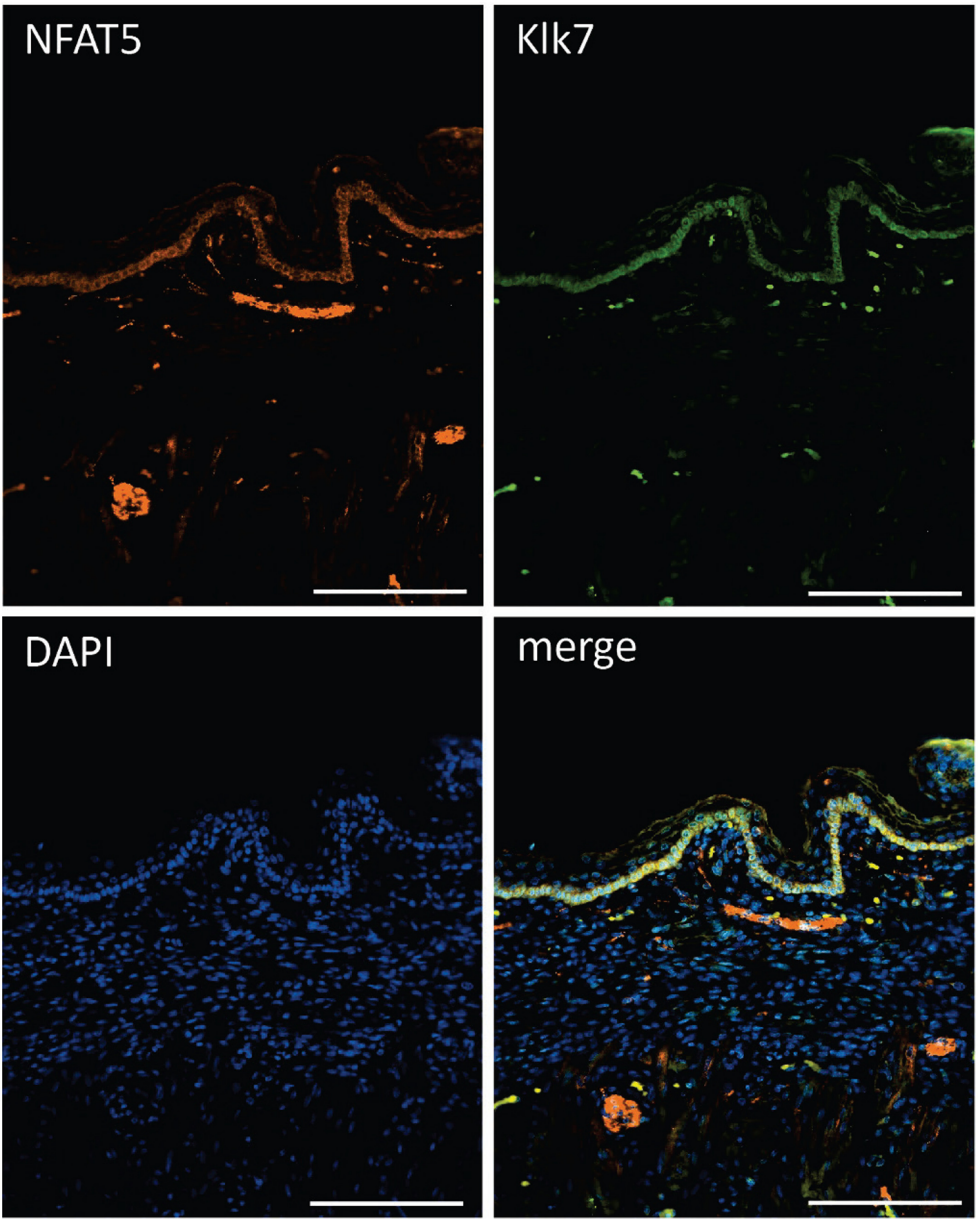
Immunofluorescence of sections through the skin of a human fetus. Sections were stained with Abs against NFAT5 (ab110995, Abcam) and Klk7 (Biotechn/R+D Systems, No.: AF2624) and counterstained with DAPI as indicated. Length of the bars: 100 μm.

In striking contrast, we did not detect any NFAT5 expression in KCs of the *stratum basale* from NB mice while a strong and broad Mmp3 staining was apparent (**Supplementary Figure 11**). A similar staining pattern was observed in stainings of NB epidermis with an Ab specific for Klk7: while the Klk7 Ab stained broadly the epidermis of NB mice, no NFAT5 staining was detected. By contrast, the basal KC layer of epidermis from adult mice was co-stained by both Klk7 and NFAT5 (**Supplementary Figure 12**). These data suggest that in KCs from *stratum basale* of embryonic and adult mice – but not of NB mice - the co-expression of NFAT5 with Mmp3 and Klk 7 keeps in check the expression of matrix proteases in epidermis.

## Discussion

NFAT5 was originally described as an osmosensitive TF that affects the activity of T cells, macrophages, and other cells in the skin. Thereby, increasing Na^+^ concentrations support the antimicrobial skin barrier function (3, 48). However, to our surprise we did not detect any role for NFAT5 in controlling Na^+^ transport by KCs, nor an effect on epidermal *Nos2* expression, a known NFAT5 target gene in macrophages (49). Therefore, similar to NFAT5’s role in neutrophils where glucocorticoid hormones control NFAT5 expression and activity (4), in epidermal KCs NFAT5 exerts functions other than salt uptake and secretion.

The data of our study indicate that in KCs of inter-follicular epidermis NFAT5 controls the terminal differentiation of KCs to corneocytes. Although we investigated predominantly the role of NFAT5 in cultured basal KCs, the molecular mechanisms that control the differentiation of those cells to suprabasal KCs are initiated by a hierarchy of events that lead, finally, to the aberrant cornification of skin in *Nfat5^-/-^* mice. This is reflected by the skin phenotype of *Nfat5^-/-^* mice and by numerous changes in gene expression and protein secretion that we observed in cultured basal KCs (i.e., KCs that resemble those of the basal epidermal layer, in the *stratum basale*).

At the molecular level, NFAT5 (i) supports the proliferation and (ii) represses the differentiation of basal KCs. This is documented best by the massive increase of cell cycle inhibitor p16^INK4a^ upon ablation of NFAT5, by the increase in expression and secretion of matrix proteases and of numerous members of the epidermal cornification complex in *Nfat5^-/-^* KCs. Moreover, NFAT5 controls the expression of a set of TFs, which are closely associated with proliferation and differentiation of KCs.

NFAT5 represses the expression of nine TF genes. One of them, MAD1 that is encoded by the *Mxd1* gene, is closely associated with the differentiation of KCs (33). MAD1 (MAX dimerization protein 1), a transcriptional repressor, is a dimerization partner of Myc and highly expressed in suprabasal KCs. Sox11 and its relative, Sox4, have been described to support an embryonic gene expression program that becomes activated during wound healing (40). A function in skin regeneration was also described for the expression of *Foxn1* (39), the ‘nude locus’ encoding Whn (50), that is particularly expressed in the *stratum spinosum*. While *Foxn1* appears to initiate KC differentiation by controlling more than 50 genes, it is unable to induce final differentiation steps (51, 52). An important function in wound healing and repair processes has been ascribed to *Grhl3*, which, in addition, controls the skin barrier function (35). *Hopx* expression, on the other hand, inhibits terminal differentiation of human KCs (34).

It remains to be shown by which signals the expression and function of NFAT5 is controlled in epidermal KCs. One upstream mediator is probably Blimp-1, a transcriptional repressor, whose epidermal ablation in mice resulted in defects in differentiation of KCs from the *stratum granulosum* to the *stratum corneum* and, thereby, to skin barrier defects. Among the 250 genes that were dysregulated in Blimp-1-deficient epidermis, *Nfat5* was identified as a direct target of Blimp-1. However, the genes that we described here as NFAT5 targets in KCs were not detected as (direct or indirect) targets of Blimp-1 (53) thus questioning the involvement of NFAT5 in Blimp-1-mediated repression of KC genes.

Among the genes that are stronger transcribed in *Nfat5^-/-^* than WT KCs are numerous genes that control late cornification events. These are seven *Sprr* genes coding for small proline-rich region (SPRR) proteins, the *Lcn2*, the *Lce1h* gene encoding a member of late cornified envelope (LCE) proteins, *Cnfn*, encoding cornifelin, the *Fn1* gene encoding the extracellular matrix protein fibronectin 1, two genes encoding the tight junctions proteins claudin 3 and 7, and genes encoding S100 proteins. In addition, the *Tgm1* and *Tgm2* genes are further ‘cornification genes’ that are stronger expressed in *Nfat5^-/-^* than in WT KCs. They encode the transglutaminases 1 and 2, which cross-link cornification proteins by catalysing N6-(γ-glutamyl) lysine isopeptide bonds. Albeit both genes are repressed by NFAT5, their expression differs markedly between KCs that were kept in culture for either 1 or 3 weeks, respectively. 

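Tgm1 (ENSMUSG00000022218, chromosome 14, 55700009 to 55713926) was at 5.65, 8.69, 7.20 and 11.8 RPKM in the 4 samples cultured for 1 week and after 3 weeks between 1.22 and 1.85 RPKM in replicates 1 to 3 and at 27.9 RPKM in replicate 4. Over all 8 samples its log2 fold change was 0.07 (standard error 0.93, adjusted p = 0.962, edgeR). Without 3 weeks replicate 4 it was -2.25 (adjusted p = 0.00109, edgeR), and every remaining 3-week value was below every 1-week value. Over all alternatives that gave one, its adjusted p-value from edgeR, DESeq2 or limma ranged from 0.00109 to 0.999, and its log2 fold change was negative on log2(RPKM + 0.1). Of its reads, 38.5% mapped to a single place, and it overlaps a gene on the opposite strand. For Tgm2, which rose in culture, no 3-week value overlapped a 1-week value.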

While the *Tgm1* gene is predominantly expressed in freshly prepared KCs, *Tgm2* is much stronger expressed after 3 rather than 1 week of culture. Tgm1 defects have been associated with aberrant cornification and ichthyosis (54), whereas Tgm2 acts in many tissues and stabilizes extracellular matrices. Defects of the latter are closely linked with various diseases in humans (55).

Our KC secretion and transcriptome studies from adult *Nfat5^-/-^* mice revealed the peptidases Klk7 and Mmp3 as prominent extracellular matrix proteases whose synthesis is suppressed by NFAT5. Both proteases are known to cleave a multitude of extracellular matrix proteins, including corneodesmosomes (56, 57), and, thereby, control the shedding of corneocytes. The expression of both genes is controlled at the transcriptional level (58, 59), and it is likely that NFAT5 keeps in check their expression in adult (and embryonal) KCs. In contrast, we observed a strong, up to 50-fold increase in expression of both proteases in KCs from NB mice and a very low, if any NFAT5 expression in NB KCs. This suggests that NFAT5 does not repress Mmp3 expression in the epidermis of NB mice at the time point of birth when the skin barrier function is established. One may speculate that for the re-organization of the skin barrier which at birth has to immediately adapt from an amniotic fluid environment to air contact high levels of matrix proteases are necessary which is made possible by low expression levels of epidermal NFAT5.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Sequencing data - NCBI GEO, accession no: GSE184180; Mass spectrometry data - PRIDE database, accession no: PXD028675.

## Ethics Statement

Ethical review and approval was not required for the study on human participants in accordance with the local legislation and institutional requirements. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. Animal experiments were performed according to project licenses (Nr. 55.2-2531.01-80/10), which are approved and controlled by the Regierung von Unterfranken, Würzburg. Written informed consent was not obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author Contributions

ES: led the investigation and wrote the manuscript. KMuh, DX, MA, TR, and AA: performed experiments. MS and ST: performed and evaluated mass spectrometric analyses of secretion assays. SK-H, MK, and TB: NGS assays. KMur and AK: Immunofluorescence and -chemistry stains. MG: supported the preparation of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Deutsche Forschungsgemeinschaft (DFG; SE469/24-1/27-1; GO811/5-1/6-1; KE1343/2-1/3-1, TR/SFB156, TPB11N to TB, and SFB1292, TPZ01 to ST), the Wilhelm-Sander-Stiftung (to ES and S K-H), and the IZKF Würzburg (Project A-371 to KM, AK and ES and AdvCSP-2 to AK).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: NFAT5 Controls the Integrity of Epidermis
**Source:** Front Immunol. 2021 Dec 9;12:780727. doi: 10.3389/fimmu.2021.780727
**Supplement:** Supplementary Table 1 — List of primers used in qRT-PCR assays.

## Supplementary Materials

**Supplementary Table 1.** List of primers used in qRT-PCR assays

| Genes          | Forward                      | Reverse                   |
|----------------|------------------------------|---------------------------|
| <i>ActB</i>    | CTCTGGCTCCTAGCACCATGAAG<br>A | GTAAACGCAGCTCAGTAACAGTCCG |
| <i>B2m</i>     | CTGCTACGTAACACAGTTCCACC<br>C | CATGATGCTTGATCACATGTCTCG  |
| <i>Asprv1</i>  | ATGCCCTGGATGTCTACAAT         | CATGCTGTTGGCAAACAAAA      |
| <i>Cnfn</i>    | TGAGAGTTCTGTCTCCCCCAG        | ACTGGATATGACATGGCTTTGC    |
| <i>Cdh2</i>    | CACGCACACGCGTGACACA          | CGGACTCGCACCCAGGAGTAA     |
| <i>Cdkn2a</i>  | TGGTCACTGTGAGGATTCAGC        | TTGCCCATCATCATCACCTGG     |
| <i>Mmp3</i>    | GTCCCTCTATGGAACCTCCAC        | AGTCCTGAGAGATTTGCGCC      |
| <i>Fn1</i>     | CGAAGAGCCCTTACAGTTCCA        | ATCTGTAGGCTGGTTCAGGC      |
| <i>Sprr1b</i>  | TGTCCTCCATATACCAGGCTCA       | GAGACACATGGCTCAGGAGG      |
| <i>Sprr2d</i>  | CCGAGACTACTTTGGAGAACCC       | GGCTCTGGGCATTTTGA         |
| <i>S100a9</i>  | TTTAGCCTTGAGCAAGAAGATGG      | AGGGTGTCAGGGTGTCTTC       |
| <i>S100a8</i>  | TGACTTCAAGAAAATGGTCA         | CCACTTTTATCACCATCGCA      |
| <i>Sprr2b</i>  | TGGCAGCCAAAATGCCCTCC         | TGTTGCTATGGAGTTGGTGA      |
| <i>Krt dap</i> | AACAGAGGGCCTTAACAATG         | TAGGGAAGAAGTCCCAGTTA      |
| <i>Sprr2d</i>  | TGTCCTGAGCCATGTCCCCC         | ATTCTCTTCTTTTCCCTTTG      |
| <i>Sprr2i</i>  | TACCAGCAGAAATGCCCTCC         | TTGTTGCTATGGAGGCATGT      |
| <i>Tgm1</i>    | CGGGGTGGCCGAAGACCCGA         | GTGTGGTGCTCTCGGCGGTT      |
| <i>Tgm2</i>    | CGGCCCAGATCCCAGTGAAG         | CATTGGCTGGGGTGCAGAGC      |
| <i>Krt5</i>    | TCTGCCATCACCCCATCTGT         | CCTCCGCAGAACTGTAGGA       |
| <i>Krt14</i>   | AGCGGCAAGAGTGAGATTTCT        | CCTCCAGGTTATTCTCCAGGG     |
| <i>Lcn2</i>    | ATGTCACCTCCATCCTGGTCAG       | GCCACTTGCACATTGTAGCTCTG   |
| <i>Klk7</i>    | TGCAAAATGCGTCAGTACCA         | GACCTGGGTCTTTGTGGAGT      |
| <i>Krt8</i>    | TGGAAGGACTGACCGACGAGAT       | GGCACGAACCTCAGCGATGATG    |
| <i>Krt18</i>   | AATCAGGGACGCTGAGACCACA       | GCTCCATCTGTGCCTTGTATCG    |

# Supplementary material for: NFAT5 Controls the Integrity of Epidermis
**Source:** Front Immunol. 2021 Dec 9;12:780727. doi: 10.3389/fimmu.2021.780727
**Supplement:** Supplementary Table 2 — List of TF genes whose expression was changed 2fold in KCs from tails of adult Nfat5-/- mice. Genes whose expression was enhanced 2fold and more: Gene whose expression was decreased 2fold and more.

**Supplementary Table 2.** List of TF genes whose expression was changed 2fold in KCs from tails of adult *Nfat5*<sup>-/-</sup> mice.

Genes whose expression was enhanced 2fold and more:

| Gene          | Protein                                | Function in Epidermis/Skin                                                                                                                                                                                                                                                                                      | Refs.        |
|---------------|----------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|
| <i>Barx2</i>  | BarH-like homeobox 2 Factor            | Transcriptional repressor that regulates hair follicle remodelling.                                                                                                                                                                                                                                             | (37)         |
| <i>Foxn1</i>  | Forkhead box N1<br>Whn                 | Nude mice: skin disorder congenital alopecia, and nail dystrophy.<br>Foxn1 drives skin healing via engagement in re-epithelization and the epithelial-mesenchymal transition (EMT) process (Mmp9 as target gene).                                                                                               | (39)<br>(50) |
| <i>Mxd1</i>   | MAX dimerization protein 1<br>MAD1     | Antagonizes Myc activity. Highly expressed in epidermal KCs.<br>Mad:Max complexes are detected during differentiation and appear to replace the Myc:Max complexes present in proliferating keratinocytes and other cells.                                                                                       | (33)         |
| <i>Sox11</i>  | SRY-box TF11                           | Dictates embryonic epidermal state, reactivation of embryonic genes during wound repair.<br>Peripheral neuron regeneration.                                                                                                                                                                                     | (40)         |
| <i>Hopx</i>   | HOP homeobox                           | Transcriptional co-factor, does not bind to DNA.<br>Positive regulator of late KC differentiation.<br>Marker for a subset of multipotent hair follicle stem cells.                                                                                                                                              | (34)         |
| <i>Grhl3</i>  | Grainyhead like transcription factor 3 | Mouse skin lacking Grhl3 showed increased infiltration of mast cells and pro-inflammatory T cells, increased expression of the pro-proliferative/pro-inflammatory markers CD3 and pSTAT3, and significantly elevated basal KC proliferation.<br>GRHL3 regulates barrier formation during epidermal development. | (35)         |
| <i>Klf10</i>  | Krüppel-like factor 10                 | Suppressor of KC proliferation and apoptosis.<br>p21 <sup>WAF</sup> is a downstream target. Tumor-Suppressor.                                                                                                                                                                                                   | (36)         |
| <i>Egr1</i>   | Early growth response 1                | Upregulation in psoriatic skin lesions by IL-17A, binding to the psoriasin (S100A7) promoter.<br>Early induced gene in wounded KCs.                                                                                                                                                                             | (42)         |
| <i>Zfp750</i> | Zinc finger protein 750                | Role inf seborrhea-like dermatitis with psoriasiform elements. Selective expression in KCs.                                                                                                                                                                                                                     | (43)         |

Gene whose expression was decreased 2fold and more:

|             |                                |                                               |      |
|-------------|--------------------------------|-----------------------------------------------|------|
| <i>Irf9</i> | Interferon regulatory factor 9 | Highly expressed in psoriatic lesions of skin | (44) |
|-------------|--------------------------------|-----------------------------------------------|------|

How the deposited data were processed for this re-analysis (not part of the article)

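RNA of mouse KCs cultured for 1 week (4 samples) or 3 weeks (4 samples) was analysed from the gene tables that the authors deposited, 1 per sample. No Nfat5-/- or newborn KCs, secretome or qRT-PCR data were analysed here. Sample conditions and replicate numbers were taken from the deposited labels and from the paper.

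The authors prepared poly(A) libraries, trimmed the adapters, and aligned the reads to GRCm38 with the CLC Genomics Workbench (version 12) at its default settings for RNA-seq. The deposited count columns hold whole reads per gene without normalization, as total and unique reads on exons, total reads on the gene and reads on introns. The authors also deposited RPKM values, which equal the total exon reads divided by the exon length and by the mapped reads of the sample, and TPM values, which sum to the same total in each sample. RPKM and TPM were written with decimal commas and were read as numbers. Whether the counting used the strand, and which annotation release was used, is not stated in the paper's text. Between 1.48% and 2.38% of the reads on genes were intronic.

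Total exon reads were tested with edgeR 4.0.16 in R 4.3.3. Genes with few reads were removed by filterByExpr, counts were normalized by TMM, and 3 weeks was compared with 1 week by glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistics. All 8 samples entered the fit, without pairing, since the paper's statistics section names unpaired tests. Gene sets were tested with camera of limma 3.58.1 (inter-gene correlation 0.01). For the genes of Figures 4C and 5B, mean RPKM values were compared by a two-sided exact permutation test over 70 arrangements, adjusted over the 6 genes. The computations outside R used Python 3.11.15, and the figure was drawn with matplotlib 3.10.9.

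The genes named in the text are those that the paper names for the comparison of 1 and 3 weeks or for K1 and K10, the subunits of RNA polymerase I, Nfat5, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 10 CPM, a symbol that is not a predicted-gene name, and no overlap between the groups. This rule, the tests and most of the alternatives were set before the data were examined. Coordinates are those of the deposited tables on GRCm38.

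The procedure was tested on simulated counts for 12472 genes, of which 200 were changed by known amounts. It recovered 125 of the 200 genes (86.0% of those changed 4-fold and 39.0% of those changed 2-fold), with 2 false calls and no wrong direction. Changes of 2-fold can therefore be missed at this number of samples. The simulation changed far fewer genes than the 4127 called in the data, which makes the adjusted threshold stricter. The share of 2-fold changes missed in the data is therefore not given by it.

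The replicate numbers of the labels run from 1 to 4 at both times and served as the block in a paired alternative. The names of the deposited files also carry a preparation number. It was 46, 47, 49 and 90 for replicates 1 to 4 at 1 week and 46, 49, 57 and 90 at 3 weeks, so that 3 preparations occur at both times and replicates 2 and 3 join different preparations. A further alternative used only these 3 preparations, with the preparation number as the block.

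Other alternatives were DESeq2 1.42.0 (size factors and Wald test, without independent filtering), upper-quartile normalization, no filter on low counts, only genes with at least 10 counts in every sample, unique reads, all reads on the gene, limma on log2(RPKM + 0.1) or log2(RPKM + 1) over the same genes, and the omission of each sample in turn. Corrections for GC content and length, the removal of mitochondrial genes and the removal of the 20 most counted genes of any sample were added after the data had been seen. GC content came from the longest transcript of each gene in a GRCm38 annotation and was available for 12588 of the 12590 tested genes.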

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

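The tests of marker genes, of sex and of genes apart at 1 week in 3 weeks replicate 4, and the test of intronic reads in 3 weeks replicate 3, were chosen only after the results were seen. A sample was set apart here when its gap to the nearest sample of its group, divided by the range of the group, exceeded Dixon's critical value for 4 samples. This held in 14 of 138 groups, where chance gives about 6.9, and all 14 were groups of 3-week samples. The rule cannot find a group that falls into 2 pairs, so it does not show that the 1-week samples were alike. At 1 week, chi-square per degree of freedom was 20.3 between replicates 1 and 2 and 15.5 between replicates 3 and 4. Across these pairs it lay between 47.3 and 64.7.

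In 10 genes the sample set apart was 3 weeks replicate 4. It had the highest values of Lcn2 (419 RPKM, the others at most 16.2), Sprr1a (856, the others at most 164), Sprr2d (493, the others at most 24.6), Sprr2h (51.2, the others at most 11.9), Cnfn (20.2, the others at most 3.47), Tgm1 (27.9, the others at most 1.85), Cldn3 (87.3, the others at most 56.1), Prss27 (62.4, the others at most 7.19) and Lox (231, the others at most 53.0). It had the lowest value of Ccnb2, at 1.73 RPKM against at least 3.46 in the others. With reads that map to a single place, 9 of the 10 genes still exceeded the critical value, which goes against reads shared between paralogs or pseudogenes. Of the 4 lists of marker genes of fibroblasts, melanocytes, immune cells and endothelial cells, 0 were highest in this sample beyond that value. Fibroblast markers were higher in it, at 35.3 CPM, than in the other 3-week samples, at 17.1 to 24.9 CPM, without exceeding the critical value, so RNA from fibroblasts is not excluded. The deviation of this sample from the mean of its group followed exon length across genes with a Spearman rho of 0.307, but 3 weeks replicate 1, which did not share these values, had a rho of 0.325. Its summed RPKM of 4 Y-linked genes, 28.4, was that of a male, as in the 1-week sample with the same preparation number, and by sex alone a swap with another male sample would not be seen. On the autosomes, 4 genes differed at least 8-fold between 1 week replicate 4, of the same preparation number, and each other 1-week sample. Of these, 2 genes, AI506816 and Gm26825, differed in the same direction by as much between 3 weeks replicate 4 and each other 3-week sample, and 0 did so in any other 3-week sample. The values of these 2 genes go against an exchange with a sample of another preparation. The evidence rests on them alone, since the 3 genes apart in 1 week replicate 1 and the 2 in 1 week replicate 3 gave 0 in the 3-week samples of the same preparation numbers, and 1 of the latter 2 was apart in 3 weeks replicate 4, of another preparation. An exchange between the 1-week and 3-week samples of preparation 90 is not borne out, since Cdkn2a was at 6.97 RPKM in the former and 210.4 RPKM in the latter and Ccna2 at 39.4 and 0.950 RPKM, each with the other samples of its group. No biological explanation was tested, since the design gives none for a single replicate.

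Sprr1b was lowest in 3 weeks replicate 1, at 15.1 RPKM against at least 29.4 in the other 3-week samples. No explanation was tested for this value alone.

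In 3 weeks replicate 3, mitochondrial genes took 13.3% of the exon reads, against 3.73% to 4.43% in the other 3-week samples, and the 20 most counted genes took 19.7%, against 12.6% to 13.0%. Its deviation from the mean of its group followed exon length across genes with a Spearman rho of -0.477, the largest in size of the 4 samples, so a bias by gene length is a candidate explanation. Intronic reads made up 1.74% of its reads on genes, within the range of the others, which goes against a larger share of RNA from nuclei. Malat1, a nuclear RNA, was however at 242 RPKM in this sample and between 36.3 and 47.5 RPKM in the other 3-week samples, so that explanation is not excluded. Immune marker genes took 5.85 CPM in this sample, against 2.15 to 2.44 in the other 3-week samples, while 1 week replicate 1 had 5.68. No biological explanation was tested for these values.

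Among the largest rises, Lox, Ctla2a and Lgr6 are genes that the paper does not discuss, with log2 fold changes of 5.88, 4.75 and 4.45. The rise of Lox was partly carried by 3 weeks replicate 4, and without this sample it was 4.88. Of the reads on Ctla2a, 17.1% mapped to a single place, and these alone gave 4.42. For all genes that changed with the time in culture, no list of marker genes of the 4 other cell types differed past the threshold (smallest adjusted p = 0.229, exact permutation test), but with 4 samples against 4 a single list cannot pass it after adjustment. By this test alone the changes cannot be told apart from a difference in RNA of other cells. Fibroblast markers were at 26.9 ± 7.09 CPM at 1 week and 24.5 ± 7.83 CPM at 3 weeks (SD, n = 4). Means fell from 3.48 to 3.20 CPM for immune and from 4.34 to 2.99 CPM for endothelial markers. These values argue against more RNA of these cells as the source of the rises of Lox, Ctla2a and Lgr6. For 3 weeks replicate 4 alone, RNA from fibroblasts stays open. Melanocyte markers were at 30.4 ± 24.0 CPM at 1 week and 8.01 ± 5.17 CPM at 3 weeks (SD, n = 4). Their groups overlapped, whereas those of Ccna2 and Krt8 did not, so these markers do not account for the changes of Ccna2 and Krt8. Without the 20 most counted genes of any sample, the percentage of higher genes among the changed genes moved by 0.127 points. The larger Spearman rho of the log2 fold changes with GC content or exon length was 0.0827. The removal of the most counted genes cannot decide whether these genes account for the changes, since TMM normalization for library composition was applied with and without them. The test of GC content and length goes against that explanation. Of the 8 splits of the samples that part all 4 same-numbered pairs, 1, the real split, gave as many changed genes. The other 7 gave 0 genes, with at most 2117 genes at an unadjusted p under 0.05 over all other splits. With 8 such splits the share cannot fall under 0.05, so by them alone the pattern cannot be told apart from a chance split. Among all 35 splits, of which 27 keep some same-numbered samples together, the real split was also the only 1 with as many changed genes. An effect of the time in culture on Lox, Ctla2a and Lgr6 remains a hypothesis until tested in other samples. Their adjusted p-values allow for the choice among the 12590 tested genes. The sizes of their rises can be overstated, since they were chosen as the largest in the same data.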

How the results depend on the processing

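The GC and length corrections, the removal of mitochondrial genes, the removal of the most counted genes, and the comparisons with other splits for results beyond the number of changed genes were chosen only after the data were seen. All other alternatives were set before the data were examined.

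The number of changed genes, 4127, was 4882 with DESeq2, 3976 with upper-quartile normalization, 3988 without a filter, 3682 with at least 10 counts in every sample, 3985 with unique reads, 4244 with all reads on the gene, and 4402 and 4371 in limma on log2(RPKM + 0.1) and log2(RPKM + 1). It was 4617 after correction for GC content and length, 4125 without mitochondrial genes and 4114 without the 20 most counted genes of any sample. With each sample left out in turn it ranged from 3015 to 4861. With the replicate numbers as a block 2867 genes changed, of which 2807 also changed without the block, and with GC and length correction beside the block 3490. With the 3 shared preparations as the block it was 3109. For the genes of Fig. 3B the mean log2 fold change was 0.64 with the replicate block and 0.51 with the block by preparation. In limma it was 0.48 on log2(RPKM + 0.1) and 0.43 on log2(RPKM + 1). With at least 10 counts in every sample it was 0.90. The deviations of same-numbered samples had a mean correlation of -0.0676, and -0.0431 after the GC and length correction. Those of samples with the same preparation number had 0.0740.

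The number of higher genes, 1981, was 1313 on log2(RPKM + 0.1), 1281 on log2(RPKM + 1), 1309 with the replicate block and 1316 with the block by preparation. The number changed at least 2-fold, 1934, was 997 on log2(RPKM + 1). Of the changed genes 48.0% were higher, against 29.8% on log2(RPKM + 0.1) and 29.3% on log2(RPKM + 1). The median log2 fold change of all genes moved from 0.03 to -0.16 and -0.10 on these scales. For the shifts with the blocks the cause was not tested.

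The number of lower differentiation genes, 4, was 8 with DESeq2 and 7 with the block by preparation, and from 1 to 7 across the 8 fits that each left out a sample. The cause was not tested. The number of higher differentiation genes, 5, ranged from 4 to 6 over the alternatives set before the data were examined. The negative log2 fold changes among the 19 genes numbered 10 on the read counts, 12 with the replicate block, with the block by preparation, without 3 weeks replicate 4 and on log2(RPKM + 1), and 13 on log2(RPKM + 0.1). With each sample left out in turn they numbered from 9 to 12.

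The mean log2 fold change of the RNA polymerase I genes stayed negative under every alternative set before the data were examined and ranged from -0.49 to -0.29 across the fits that each left out a sample. Without 3 weeks replicate 4, at -0.29, it no longer passed the threshold of limma's camera. Of the 8 splits that part all same-numbered pairs, 4 gave as small a p from camera, so this p does not set the real split apart. In size, the mean of the real split exceeded that of every other split, which reached 0.36.

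The real split was the only 1 of the 8 with as many changed genes, with as many changed at least 2-fold (1 of 8), and with as many changed differentiation genes (1 of 8). All other splits, of which 27 keep some same-numbered samples together, gave 0 genes after adjustment and from 24 to 2117 genes with an unadjusted p under 0.05, against 5504 in the real split. With 8 splits the share cannot fall under 0.05, so by them alone these results cannot be told apart from a chance split. Among all 35 splits, 1, the real split, gave as many changed genes, as many changed at least 2-fold and as many changed differentiation genes.

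For the 6 genes tested on RPKM, the exact sign-flip test over the 4 same-numbered pairs, the replicate block, cannot give a p under 2 in 16. The log2 ratios, 3.16 for Cdkn2a, -1.59 for Ccnd1, -4.07 for Ccna2, -2.28 for Mmp3 and -5.57 for Klk7, therefore did not pass the threshold. Over the 3 pairs of the block by preparation, where the smallest exact p is 0.25, they were 3.29, -1.53, -4.19, -1.68 and -6.28. With TPM, Asprv1 passed the threshold at -2.95. With each sample left out in turn, the ratios ranged from 2.87 to 3.46 for Cdkn2a, -1.73 to -1.48 for Ccnd1, -4.27 to -3.87 for Ccna2, -2.54 to -1.85 for Mmp3, -5.95 to -4.65 for Klk7 and -3.12 to -2.30 for Asprv1. The 5 genes other than Asprv1 lost the threshold of the adjusted exact test when any 3-week sample was left out. Asprv1 reached it without 1 week replicate 2. For Cdkn2a, Ccnd1 and Ccna2 the unadjusted exact p stayed at 0.0286 in these fits, the smallest that 3 samples against 4 allow. Their adjusted p of 0.0571 came from the larger p of the other genes, so it does not show that they depend on a sample.

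Single genes changed sign under some alternatives. On log2(RPKM + 0.1) and log2(RPKM + 1), Polr1d was at -0.069 and -0.068, Cd3eap at -0.052 and -0.042, Polr2f at -0.12 and -0.12, Polr2k at -0.13 and -0.12, Sprr2d at -0.93 and -0.86, and Tgm1 at -1.31 and -0.97. On the former scale Lce1h was at -0.00069. From the read counts to log2(RPKM + 0.1), Polr1d moved by -0.18, Cd3eap by -0.17, Polr2f by -0.19 and Polr2k by -0.21, about as far as the median of all genes, which moved by -0.18, so relative to it these genes hardly changed. Lce1h, Sprr2d and Tgm1 moved further, by -0.35, -2.14 and -1.39. The cause of these shifts, and of the sign changes under the other alternatives, was not tested. The positive values of Sprr2d and Tgm1 on the read counts rested on 3 weeks replicate 4, at 493 and 27.9 RPKM. Their other 3-week values, at most 24.6 and 1.85 RPKM, lay below every 1-week value. With the replicate block Sprr2d was at -0.93 and Tgm1 at -1.27. With the block by preparation Polr1d was at -0.14, Polr2f at -0.21, Polr2k at -0.22, Sprr2d at -0.78 and Tgm1 at -1.01. With each sample left out in turn, Polr1d ranged from -0.072 to 0.19, Cd3eap from -0.039 to 0.27, Polr2f from -0.13 to 0.19, Polr2k from -0.17 to 0.20, Sprr1a from -1.44 to 0.35, Sprr2d from -1.86 to 1.61, and Tgm1 from -2.25 to 0.44.

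Of the other log2 fold changes of single genes over the alternatives, 977 kept their direction and side of the threshold, 34 values in 9 genes newly passed it, and 33 values in 7 genes no longer did. The 9 genes were Cnfn, Klk6, Lce1h, Polr2h, Polr2l, S100a8, Sprr2b, Sprr2e and Znrd1. The 7 genes were Asprv1, Lcn2, Lox, Polr1c, S100a9, Sprr1b and Sprr2h. DESeq2 gave no adjusted p for Lcn2, Lox, Prss27, Sprr2d and Tgm1 because of a count far from the others, and these were counted as not passing. With at least 10 counts in every sample, Cldn6, Krt1, Krtdap, Lgr6, Sprr2b and Sprr2e were not tested, nor was Sprr2b with unique reads. On simulated counts, with far fewer changed genes than were called here, 39.0% of genes changed 2-fold were recovered. Genes without a call here can differ by 2-fold, but that share does not carry over to the data.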

Differences from the paper's values

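Only the ratio of Cdkn2a between samples with the same replicate number was chosen after the values were seen.

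The paper reports up to 30-fold higher levels of cell cycle inhibitors after 3 weeks. The largest rise of an inhibitor here was that of Cdkn2a, at 10.0-fold in edgeR against the paper's 30. None of the alternatives set before the data were examined closed the gap, and the ratio of mean RPKM was 8.92. The ratio between the samples with replicate number 4, at 30.2, reaches the paper's value, and this measure was chosen after seeing the values.

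For Krt8 the paper reports an increase of at most 6-fold, and the value here was 8.62-fold, with a replicate SD of 2.05. Over the alternatives it ranged from 7.38-fold in limma on log2(RPKM + 1) to 10.1-fold without 3 weeks replicate 4. For Krt6a the paper reports an increase of at least 2-fold, and the value here was 0.838-fold. None of the alternatives set before the data were examined closed the gap.

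For Asprv1 at 3 weeks the paper's mean is about 13 RPKM in Fig. 5B, read by eye and stated for 3 batches. The mean here, over 4 samples, was 26.8 RPKM. The value no longer differed by more than the replicate SD with means on log2(RPKM + 0.1) (24.5 RPKM) or log2(RPKM + 1) (24.6 RPKM), over the shared preparations (23.6 RPKM), without 3 weeks replicate 2 (22.7 RPKM) or without 3 weeks replicate 3 (23.6 RPKM). It did without 3 weeks replicate 1 (30.2 RPKM) or replicate 4 (30.6 RPKM). Over the shared preparations, Mmp3 was close to the bars read by eye, at 22.8 against about 23 RPKM at 1 week and 7.11 against about 7 RPKM at 3 weeks. At 1 week Klk7 (72.7 against about 100 RPKM) and Asprv1 (233 against about 300 RPKM) were less close. The batches behind Fig. 5B are therefore not settled.

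The paper names Fn1, Tgm2 and Lcn2 as the differentiation genes that rise with culture. Cdh2, with a log2 fold change of 2.89, and Cldn6, with 1.81, also rose here. The paper describes a decrease of most of these genes, and here 10 of the 19 had a negative log2 fold change, of which 4 passed the threshold over all genes. Negative values numbered 13 in limma on log2(RPKM + 0.1) and 12 in limma on log2(RPKM + 1), with the replicate block, with the block by preparation and without 3 weeks replicate 4, and 8 lower genes passed the threshold with DESeq2, 7 with the block by preparation, and 7 without 1 week replicate 2 or 3 weeks replicate 4.

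The paper places the expression of Tgm1 mainly in freshly prepared KCs. Its log2 fold change was 0.07 here and did not pass the threshold. It was negative in limma on both RPKM scales and with both blocks without passing the threshold, negative without 1 week replicate 1, and passed the threshold without 3 weeks replicate 4, at -2.25.

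The paper reports that transcripts of K1 and K10 were not detected. Reads were counted on both genes in every sample, at 7 or more for Krt1 and 11 or more for Krt10.

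The paper describes an expression of Klk7 that ceases after 3 weeks. Its 3-week values lay between 0.503 and 1.90 RPKM.

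The paper writes Ccna1 for the gene of cyclin A2. The gene listed as Ccna1 had 0 reads in every sample, and the decrease was seen in Ccna2.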

Other observations

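The comparison with other splits for the genes of Fig. 3B was chosen only after the result was seen, as were the genes AI506816, Gm26825 and Malat1.

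The hypothesis was tested that genes which the paper lists as higher without NFAT5 (Fig. 3B) also rise as WT KCs stay in culture. Of the 121 listed genes, 117 were found and 116 tested. Their mean log2 fold change was 0.71, with 51 genes higher, 14 lower and 51 neither (edgeR). An exact count over all 35 splits of the samples showed that 6 gave a p from limma's camera of 1.59e-07 or less, the real split among them, and of the 8 splits that part all same-numbered pairs 1 did. The list may thus vary together between samples for reasons other than the time in culture, and the camera p overstates the evidence. In size, the mean of the real split exceeded that of every other split, by a margin lost in rounding, since the largest of the others was also 0.71. Without 3 weeks replicate 4 the mean was 0.41. The direction was the one predicted. By the camera p alone, the result cannot be told apart from a chance split of the samples. In the other splits 0 genes of any kind passed the threshold of edgeR, and at most 2117 had an unadjusted p under 0.05.

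Nfat5 was at 1.36 ± 0.352 RPKM at 1 week and 3.33 ± 1.37 RPKM at 3 weeks (SD, n = 4), with a log2 fold change of 1.43 (standard error 0.29, adjusted p = 0.00612, edgeR). The lowest 3-week value, in replicate 3, lay below the highest 1-week value, 1.73 RPKM, also in replicate 3.

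The sex of each sample, read from Xist and 4 Y-linked genes, was the same in 3 of the 3 pairs of samples with the same preparation number, as predicted if that number names the mouse. Of the 4 pairs with the same replicate number, 3 were of the same sex. In replicate 2 the Y-linked genes summed to 19.6 RPKM at 1 week and 0 RPKM at 3 weeks, and Xist was at 0.0108 and 0.888 RPKM. These values argue against the same mouse behind the 2 samples of replicate 2. The Y-linked genes summed to between 18.2 and 28.4 RPKM in males and to at most 0.0102 RPKM in females. There were 3 males at 1 week and 2 at 3 weeks. A few pairs could match in sex by chance, so the matches are weak evidence.

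AI506816 was at 37.4 and 29.2 RPKM in the samples of preparation 90 at 1 and 3 weeks and between 0.898 and 1.99 RPKM in the other samples. Gm26825 was at 1.51 and 1.21 RPKM in the same samples and between 256 and 802 RPKM in the others, with 14.2% of its reads mapping to a single place. Malat1 was between 5.01 and 11.1 RPKM at 1 week, and at 47.5, 36.3, 242 and 46.5 RPKM in replicates 1 to 4 at 3 weeks. Malat1 overlaps genes on the opposite strand. No explanation was tested for the values of these genes.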
